# A single cell transcriptome atlas of the developing zebrafish hindbrain

**DOI:** 10.1242/dev.184143

**Published:** 2020-03-16

**Authors:** Monica Tambalo, Richard Mitter, David G. Wilkinson

**Keywords:** Hindbrain segmentation, Dorsoventral patterning, Neurogenesis, Single cell RNA sequencing, Hindbrain boundary, Fgf signalling

## Abstract

Segmentation of the vertebrate hindbrain leads to the formation of rhombomeres, each with a distinct anteroposterior identity. Specialised boundary cells form at segment borders that act as a source or regulator of neuronal differentiation. In zebrafish, there is spatial patterning of neurogenesis in which non-neurogenic zones form at boundaries and segment centres, in part mediated by Fgf20 signalling. To further understand the control of neurogenesis, we have carried out single cell RNA sequencing of the zebrafish hindbrain at three different stages of patterning. Analyses of the data reveal known and novel markers of distinct hindbrain segments, of cell types along the dorsoventral axis, and of the transition of progenitors to neuronal differentiation. We find major shifts in the transcriptome of progenitors and of differentiating cells between the different stages analysed. Supervised clustering with markers of boundary cells and segment centres, together with RNA-seq analysis of Fgf-regulated genes, has revealed new candidate regulators of cell differentiation in the hindbrain. These data provide a valuable resource for functional investigations of the patterning of neurogenesis and the transition of progenitors to neuronal differentiation.

## Abstract (precis)

**Summary:** A single cell transcriptome at three stages of zebrafish hindbrain development provides a valuable resource for investigations of the patterning of neurogenesis and transition of progenitors to neuronal differentiation.

## INTRODUCTION

Development of the central nervous system (CNS) requires precise regulation of the differentiation of neuronal and glial cell types from neural progenitor cells. This is achieved through a network of cell-cell signalling and transcription factors that inhibit or promote cell differentiation and specify cell type along the dorsoventral (D-V) and anteroposterior (A-P) axes of the neuroepithelium. Cell specification along the D-V axis involves localised sources of Shh, BMP and Wnt signals that act in a concentration-dependent manner to regulate expression of specific transcription factors (Dessaud et al., 2008, 2007; Hikasa and Sokol, 2013; Ikeya et al., 1997; Lee and Jessell, 1999; Liem et al., 1997; Panhuysen et al., 2004; Timmer et al., 2002; Ulloa and Martí, 2010). This positional information is integrated with patterning along the anteroposterior axis, which regulates expression of transcription factors that specify regional identity within the brain and spinal cord (Alexander et al., 2009). Differentiation is also under temporal regulation, with distinct neuronal or glial cell types arising at different times (Guillemot, 2007). It is essential that a pool of progenitor cells is maintained as a source of later-differentiating cells, and this is achieved by multiple mechanisms that inhibit differentiation.

The switch of progenitor cells to neuronal differentiation involves the sustained high-level expression of proneural transcription factors that initiate a cascade of gene expression leading to expression of terminal neuronal markers (Bertrand et al., 2002). The expression and function of proneural genes is antagonised by intrinsic factors, as well as by extrinsic signals such as Notch ligands and Fgfs that inhibit differentiation (Fisher and Caudy, 1998; Gonzalez-Quevedo et al., 2010; Kageyama et al., 2005; Ortega et al., 1998; Vaccarino et al., 1999; Zheng et al., 2004). In some regions of the developing CNS, neurogenesis occurs widely in the neuroepithelium, and lateral inhibition due to expression of Notch ligands by differentiating neurons ensures that progenitor cells are maintained (Pierfelice et al., 2011). In other regions, there is a patterning of neurogenesis, e.g. due to spatially restricted expression along the anteroposterior or D-V axis of Hes/Her genes that inhibit neuronal differentiation (Bae et al., 2005; Geling et al., 2003). Studies of the vertebrate hindbrain have revealed further mechanisms that regulate the patterning of neuronal differentiation.

The hindbrain is an important component of the CNS, which includes neurons that innervate cranial muscles, that relay sensory inputs, and that control breathing, the heart and gastrointestinal systems. At early stages, the neuroepithelium of the hindbrain is subdivided to form seven rhombomeres (r1-r7), each expressing a distinct set of transcription factors, including *egr2* (*krox20*), *mafb*, Hnf1 and Hox genes, that underlie segmentation and anteroposterior identity (Alexander et al., 2009). A similar but different set of neurons is generated in each rhombomere (Clarke and Lumsden, 1993; Lumsden, 2004; Lumsden and Keynes, 1989); e.g. in mouse, the Vth, VIIth and IXth branchiomotor nerves form in r2+r3, r4+r5 and r5+r6, respectively. There is a partial understanding of mechanisms that link A-P identity to neuronal cell type specification in the hindbrain (Narita and Rijli, 2009).

Boundary formation has a crucial role in the organisation of neurons and neurogenesis in the hindbrain. Through a combination of cell identity regulation (Addison et al., 2018; Wang et al., 2017) and Eph-ephrin-mediated cell segregation (Batlle and Wilkinson, 2012; Cayuso et al., 2015; Fagotto, 2014), each rhombomere is demarcated by sharp borders and has a homogeneous segmental identity. Specialised boundary cells form at each rhombomere border (Guthrie and Lumsden, 1991), which express specific molecular markers (Cheng et al., 2004; Cooke et al., 2005; Heyman et al., 1995; Letelier et al., 2018; Xu et al., 1995). These boundary cells are induced by Eph receptor signalling that leads to an increase in mechanical tension and activation of Taz (Cayuso et al., 2019). In the chick hindbrain, boundary cells have a lower rate of proliferation (Guthrie et al., 1991) and are Sox2-expressing neural stem cells that are a source of neurogenesis (Peretz et al., 2016). A different situation occurs in the zebrafish hindbrain, in which expression of proneural transcription factors is initially widespread, and later becomes confined to zones flanking hindbrain boundary cells (Amoyel et al., 2005; Cheng et al., 2004). Notch activation promoted by *rfng* expression inhibits neurogenesis at early stages in boundary cells (Cheng et al., 2004). In addition, there is increased proliferation and inhibition of neurogenesis in boundary cells by activation of the Yap/Taz pathway downstream of mechanical tension (Voltes et al., 2019). At late stages (after 40 hpf), proliferation declines and neurogenesis starts to occur in boundary progenitors (Voltes et al., 2019), similar to the situation in chick (Peretz et al., 2016). Neurogenesis is inhibited at segment centres by Fgf20-expressing neurons that act on the adjacent neuroepithelium (Gonzalez-Quevedo et al., 2010). The clustering of Fgf20-expressing neurons at segment centres is maintained by semaphorin-mediated chemorepulsion from boundary cells (Terriente et al., 2012). In addition to suppressing neuronal differentiation, Fgf signalling may switch progenitors at the segment centre to glial differentiation (Esain et al., 2010). The zebrafish hindbrain thus has a precise organisation of signalling sources that underlies a stereotyped pattern of neurogenic and non-neurogenic zones, and the positioning of neurons within each segment.

We set out to identify further potential regulators of neurogenesis during hindbrain segmentation using single cell RNA sequencing (scRNA-seq) to identify genes specifically expressed in distinct progenitors and differentiating cells, prior to and during the patterning of neurogenesis. Analyses of the transcriptome of single cells revealed known genes and new markers of distinct hindbrain segments, of cell types along the D-V axis, and of the transition of progenitors to neuronal differentiation. We also find temporal changes in gene expression, both in progenitors and differentiating cells, at the different stages analysed. By carrying out supervised clustering, we have identified further genes specifically expressed in hindbrain boundary cells and segment centres. These findings are compared with bulk RNA-seq analyses following loss and gain of Fgf signalling to identify potential regulators expressed in segment centres.

## RESULTS

### Single cell profiling of the developing zebrafish hindbrain and surrounding tissues

To further understand the progressive patterning of neurogenesis of the developing zebrafish hindbrain, we analysed the transcriptome of single cells at three developmental stages (Fig. 1A,B): 16 hpf (prior to patterning of neurogenesis), 24 hpf (beginning of neurogenic patterning) and 44 hpf (pattern of neurogenic and non-neurogenic zones fully established). For each stage, we micro-dissected the hindbrain territory from around 40 embryos, which were pooled. After enzymatic digestion and mechanical dissociation, the single cell suspension was loaded into the droplet-based scRNA-seq platform 10X Genomics Chromium (Fig. 1C). In total, 9026 cells were sequenced (2929 at 16 hpf, 2568 at 24 hpf and 3529 at 44 hpf), with an average number of UMIs of 6916 and 1703 median genes per cell (Fig. S1).

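The authors deposited, for each stage, the number of unique molecular identifiers (UMIs) of 27282 genes in every cell called by Cell Ranger, counted on GRCz10 with Ensembl 89 gene models, without normalisation, removal of cells or adjustment of the libraries to one depth. The 16 hpf library held 28566809 UMIs, the 24 hpf library 25733058 and the 44 hpf library 12351301. The median cell had 9844 UMIs and 2307 genes at 16 hpf, 8176 UMIs and 1906 genes at 24 hpf, and 2727 UMIs and 896 genes at 44 hpf. The mean of these library medians was 6916 UMIs and 1703 genes, while over all 9026 cells the median was 6238 UMIs and 1621 genes. Each stage was 1 library of pooled embryos, so there were no replicates and no test between stages or between groups of cells was made. Expression was measured as the UMIs of a gene summed over the cells of a group, scaled by the UMIs of all genes in that group (CPM). Intervals are at 95%, exact Poisson for CPM, exact conditional binomial for ratios of CPM and Clopper-Pearson for shares of cells, and all of them cover counting error only. Shares of cells with a UMI of a gene were compared after drawing 2000 UMIs from each cell, which left out 691 shallower cells at 44 hpf and none at the earlier stages. The 3 libraries were sequenced in separate runs, so that a difference between stages cannot be told apart from one between libraries. The growth temperature in the sample labels is 25 °C at 16 and 44 hpf and 28.5 °C at 24 hpf.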

**Fig. 1.**
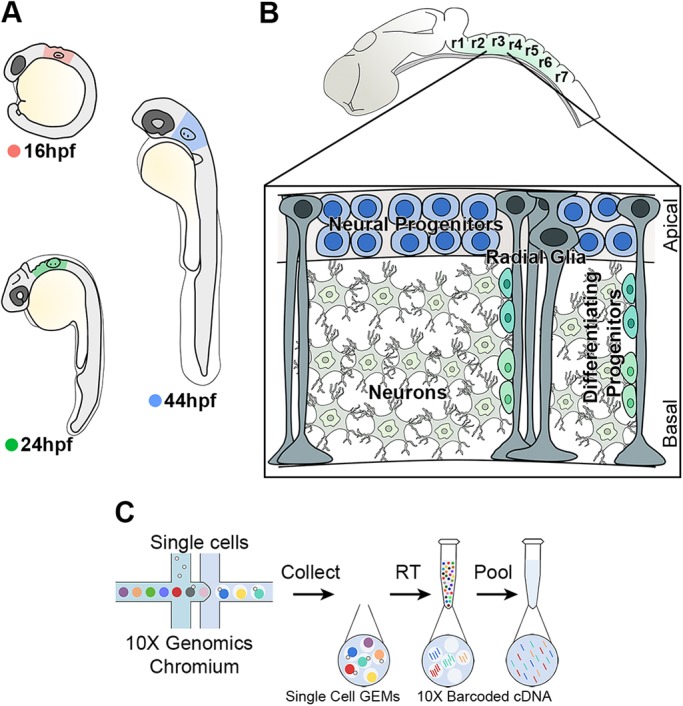
**High-throughput scRNA-seq strategy from the developing hindbrain.** (A) The hindbrain of 16 hpf (pink), 24 hpf (green) and 44 hpf (blue) embryos was collected for scRNA-seq. (B) Drawing of zebrafish hindbrain with a closer view of the stereotypical hindbrain cell composition at 44 hpf. Progenitors and radial glia cell bodies occupy the ventricular region, while differentiating progenitors and neurons are in the mantle zone. (C) Schematic of the 10X Genomics Chromium workflow.

Seurat unsupervised clustering was used to classify cell population identity (Butler et al., 2018; Stuart et al., 2019) after aggregating the data from all stages (Fig. S2). 

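Cells more than 3 median absolute deviations from the median of their library in UMIs, genes or mitochondrial share were removed first, 204 at 16 hpf, 231 at 24 hpf and 432 at 44 hpf. The remaining 2725, 2337 and 3097 cells were merged without bringing the libraries to a common depth, log-normalised, reduced to 30 principal components of 2000 variable genes and clustered at a resolution of 0.8, which gave 28 clusters. A cluster was named, as X-like, only where at least 3 markers chosen before the data were examined were enriched in it, and the markers that name a cluster are not reported as results. The thresholds for enrichment and the way in which the lists of markers were compared were set after the clusters had been seen.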

Cluster projection onto UMAP plots (Becht et al., 2018; McInnes et al., 2018) revealed a tight group of cells with some substructure, and a number of peripheral clusters (Fig. S2A). As the dissections included tissues adjacent to the hindbrain, it is likely that the clusters correspond to distinct tissue types. We therefore used tissue marker genes to assign cluster identity. 

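In the cells of the neural and floor plate-like clusters at 16 hpf, after drawing equal UMIs from each cell, 82.9% (81.0 to 84.6) had UMIs of *sox3* without *elavl3*, 0.395% of *elavl3* without *sox3* and 10.9% of both. At 24 hpf these shares were 57.1% (54.7 to 59.5), 5.92% and 29.9%, and at 44 hpf 27.2% (25.2 to 29.2), 38.3% and 29.0%. If the genes were detected independently of each other, 10.6%, 31.1% and 37.7% of cells would have had both. With all UMIs, cells with both made up 30.3%, 57.1% and 33.1% of the cells at the successive stages. Among non-neural cells, which here are those outside the neural, floor plate, neural crest and otic clusters, equal UMIs gave *sox3* in 31.4%, 25.6% and 8.18% and *elavl3* in 4.10%, 3.31% and 4.24%. The median depth was 10043, 7301 and 2472 UMIs in the neural and floor plate-like cells and 8905, 9646 and 4021 in the non-neural cells.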

The progenitor marker Sox3 and neuronal gene *elavl3* were found to mark complementary parts of the main group of cells and together define the hindbrain territory (Fig. S2B,C). This group of cells has a substructure due to changes in transcriptome within and between different stages that will be analysed below. 

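A pair of clusters of the merged cells was named floor plate-like. The smaller, of 55 cells, was led by *shha* and had 908 CPM of *sox3* (813 to 1010.2), and the larger, of 204 cells and led by *nkx2.9*, had 2007 CPM (1938 to 2078). The larger also had *phox2bb*, *phox2a* and *nkx6.1* among its leading genes, which are not floor plate markers here, so its level may not be that of floor plate cells alone. The largest neural progenitor-like cluster, with 592 cells, had 1715 CPM of the same gene and the larger neural crest-like cluster 128 CPM. When the hindbrain cells of 16 hpf were clustered alone, their 103 floor plate-like cells had 1628 CPM of *sox3* and the non-neural cells 278 CPM.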

Sox3 also marks a peripheral cluster of hindbrain cells that co-express *shh* (Fig. S2D) and therefore derive from the floor plate. The expression of marker genes reveals that other clusters correspond to tissues found next to the hindbrain, as follows: neural crest (*foxd3* and *twist1a*), head mesenchyme and mesendoderm (*colec12* and *col9a2*), vasculature (*sox7*), pharyngeal arches (*foxi1*), epidermis (*krt17*), otic vesicle (*eya2*), and otic and cranial ganglia (*neurod1*) (Fig. S2A,D). 

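Of the clusters outside the neural ones, those named epidermis-like held 210 cells at 16 hpf, 140 at 24 hpf and 14 at 44 hpf. Neural crest-like clusters held 355, 147 and 21 cells at these stages, and the otic and cranial ganglia-like cluster 24, 116 and 141. Head mesenchyme or mesendoderm-like cells numbered 325 and 206 at the earlier stages, and no cells of 44 hpf were in clusters of that name. Otic vesicle-like cells were 14, 40 and 22, and vasculature-like cells 10, 12 and 1. Of the neural crest-like cells of 24 hpf, 110 were in a cluster that had 4 markers of head mesenchyme or mesendoderm enriched as well as 4 of neural crest and was led by *grem2b*, *fgfbp2a*, *barx1* and *dlx5a*, so its name is uncertain. No cluster was named pharyngeal arch-like, although the larger epidermis-like one had 3 of those markers enriched. A cluster led by *hbbe1.1*, *hbae3*, *ednraa*, *matn4* and *col9a1a* had 10 markers of head mesenchyme or mesendoderm enriched but more markers of blood among its leading genes, and was left without a name. Of its 371 cells 350 came from 44 hpf, so that head mesenchyme is not excluded at that stage.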

Based on this analysis, we bioinformatically recovered hindbrain cells for each stage: 1678 cells at 16 hpf, 1722 cells at 24 hpf and 2729 cells at 44 hpf (Table S1).

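Here the neural progenitor-like, differentiating and floor plate-like clusters of the merged cells were taken as hindbrain. They held 1771 of 2725 cells at 16 hpf (65.0%, 63.2 to 66.8), 1671 of 2337 at 24 hpf (71.5%, 69.6 to 73.3) and 2548 of 3097 at 44 hpf (82.3%, 80.9 to 83.6). The alternative that moved these shares most at 16 hpf was a coarser clustering of the merged cells, under which 60.1% were hindbrain cells.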

### Overall changes in hindbrain tissue composition

We used an unsupervised graph-based clustering approach to analyse the transcriptome data at 16 hpf, 24 hpf and 44 hpf. Datasets were visualised with UMAP dimensionality reduction, and this revealed unique features that reflect the greatest transcriptomic differences between cell types at each developmental stage (Figs 2A, 3A and 4A). Analysis of the top 30 significantly enriched genes per cluster, and expression of known molecular markers, enabled each cluster to be identified. The 16 hpf hindbrain is mainly constituted of progenitors (91% of total hindbrain cells), and cells at different stages of neurogenesis (*neurod4*, elevated *neurog1* expression) account for 6% of hindbrain cells (cluster C6 in Fig. 2A). 

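When the hindbrain cells of 16 hpf were clustered alone, 1454 of 1771 fell in progenitor-like clusters, 82.1% (80.2 to 83.9), and 101, or 5.70% (4.67 to 6.89), in a differentiating cluster. A cluster of 75 cells, 4.24%, met neither set of markers and was led by *krt17*, *mybl2a*, *krt92* and *dbn1*. The clusters were rebuilt here from all variable genes, the reported ones among them, and the cells are not the paper's 1678, so the shares have different denominators. Halving the resolution moved the progenitor-like share most, to 73.2%, and left no cluster named differentiating, since a cluster of 148 cells with 20 differentiating markers enriched got no name.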

Progenitors remain the most abundant hindbrain cell type at 24 hpf (71% of hindbrain cells), while 28% of cells express markers of different stages of neurogenesis and late differentiation (C4, C6, C9, C10, C11, C12 in Fig. 3A). 

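At 24 hpf, 1097 of 1671 cells were progenitor-like, 65.7% (63.3 to 67.9), and 356 were differentiating, 21.3% (19.4 to 23.4), where the paper's denominator is 1722 cells. A further 10.8% were in clusters left without a name because markers of other classes led them, 1 of 97 cells led by *tfap2e*, *lbx1a* and *ascl1a* and 1 of 84 cells led by *nkx2.2b*, *nkx2.9* and *phox2a*. These had 13 and 12 differentiating markers enriched, against 8 and 3 progenitor markers, and counting clusters without a name by their larger set of neural markers, an alternative chosen after seeing the data, made the differentiating share 32.1%.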

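Among the 2548 hindbrain cells clustered at 44 hpf, against 2729 in the paper, 841 were progenitor-like (33.0%, 31.2 to 34.9) and 1499 differentiating (58.8%, 56.9 to 60.8). The 5.22% left without a name were a cluster led by *atoh1a*, *atoh1b* and *scrt1b*, with 13 differentiating and 7 progenitor markers enriched, and with it the differentiating share would be 64.0%. A rule without clusters, at least 2 UMIs of *elavl3* and *elavl4* together after equal UMIs were drawn from each cell, called 4.69% of the hindbrain cells differentiating at 16 hpf, 23.2% at 24 hpf and 58.6% at 44 hpf, with 601 shallower cells left out at the last stage. The median differentiating cell had 8817 UMIs at 16 hpf and 2361 at 44 hpf.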

By 44 hpf, the proportion of progenitor cells has further diminished to 40%, with 55% of the cells expressing markers of neurogenesis and late stages of neuronal differentiation (C0, C3, C5, C6, C7, C8, C9, C10, C11, C12 and C14 in Fig. 4A). The clustering of cells by transcriptomic differences changes at the three stages. 

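Clustered at the paper's resolutions, the hindbrain cells formed 12 clusters at 16 hpf, 16 at 24 hpf and 16 at 44 hpf. Progenitor-like clusters were 8 of those at 16 hpf, 8 at 24 hpf and 4 at 44 hpf, and differentiating clusters 1, 4 and 10. Among the leading genes of the progenitor-like clusters at 16 hpf were segmental genes such as *egr2b*, *mafba*, *hoxd4a* and *eng2b* as well as the D-V genes *casz1*, *zic4*, *dbx1b* and *gsx1*. At 24 hpf a pair of the progenitor-like clusters was led by genes of cell division, among them *kpna2*, *nusap1* and *cdc20*.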

At 16 hpf, clustering is mainly driven by segmental and D-V identity (Fig. 2A), whereas at 24 hpf and 44 hpf cells are clustered by D-V identity and differentiation state (Fig. 3A; Fig. 4A). This change reflects the greater proportion of cells undergoing differentiation at the later stages, with an increasing number of neuronal subtypes by 44 hpf (Fig. 4A). Below, we present more detailed analyses of each of these features that reveal known genes and novel markers of segmental identity, D-V identity and differentiation state. An annotated list, including information on any previous studies of these genes is presented in Table S2.

**Fig. 2.**
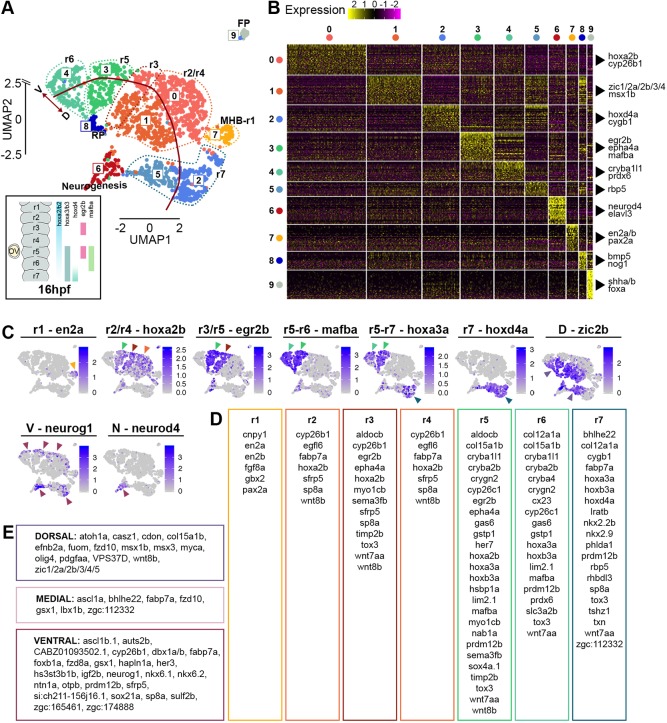
**Cell population composition and signatures of the 16 hpf hindbrain.** (A) An unsupervised UMAP plot subdivides hindbrain cells into 10 clusters (C0-C9). Dotted lines segregate different rhombomeres (r), midbrain-hindbrain boundary (MHB), floor plate (FP), roof plate (RP) and cells undergoing neurogenesis are also highlighted. The red line separates dorsal versus ventral cells. UMAP2 (*y*-axis) is discontinuous. Below the UMAP, a schematic view of the zebrafish hindbrain at 16 hpf and selected segmental genes. (B) Heatmap of the top 30 genes significantly enriched in each cluster; representative gene names are shown close to each cluster. The full gene list is in Fig. S3. (C) UMAP plots showing the log normalised counts of representative genes. Colour intensity is proportional to the expression level. Arrowheads indicate the relevant domain of expression; colour refers to cluster of origin. (D) Summary of rhombomere-specific genes extracted from the top 30 significantly enriched. (E) Summary of genes restricted along the D-V axis.

**Fig. 3.**
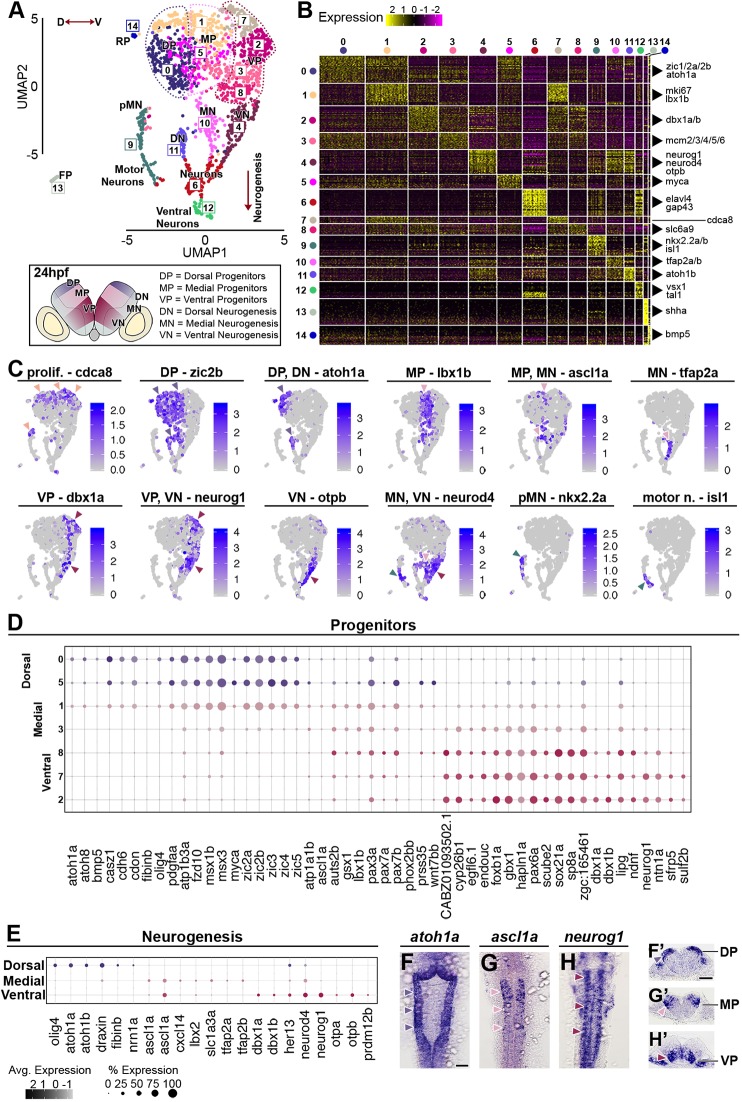
**Cell population composition and signatures of the 24 hpf hindbrain.** (A) Unsupervised UMAP plot subdivides hindbrain cells into 15 clusters. Dotted lines segregate dorsal (dark violet), medial (pink) and ventral (maroon) progenitors; red arrowed lines indicate the D-V axis and the direction of neurogenesis. Below the UMAP, a schematic drawing of a representative transverse section of a 24 hpf zebrafish hindbrain at the level of the otic vesicle (DP, dorsal progenitors; MP, medial progenitors; VP, ventral progenitors; pMN, progenitors motor neurons; DN, dorsal neurogenesis; MN, medial neurogenesis; VN, ventral neurogenesis; FP, floor plate; RP, roof plate). (B) Heatmap of the top 30 genes significantly enriched in each cluster; representative gene names are shown close to each cluster. The full gene list is in Fig. S5. (C) UMAP plots showing the log normalised counts of selective representative genes. Colour intensity is proportional to the expression level of a given gene. Arrowheads indicate the relevant domain of expression; colour refers to cluster of origin. (D) Dot plot of genes with dorsoventral restricted expression in progenitors. (E) Dot plot of factors with restricted expression in differentiating progenitors. Dot size corresponds to the percentage of cells expressing the feature in each cluster, while the colour represents the average expression level. Whole-mount *in situ* hybridisation showing the expression pattern of *atoh1a* (F,F′), *ascl1a* (G,G′) and *neurog1* (H,H′). (F-H) Dorsal view and (F′-H′) 40 µm hindbrain transverse section at the level of r4-r5/r5-r6. Scale bars: 50 µm.

**Fig. 4.**
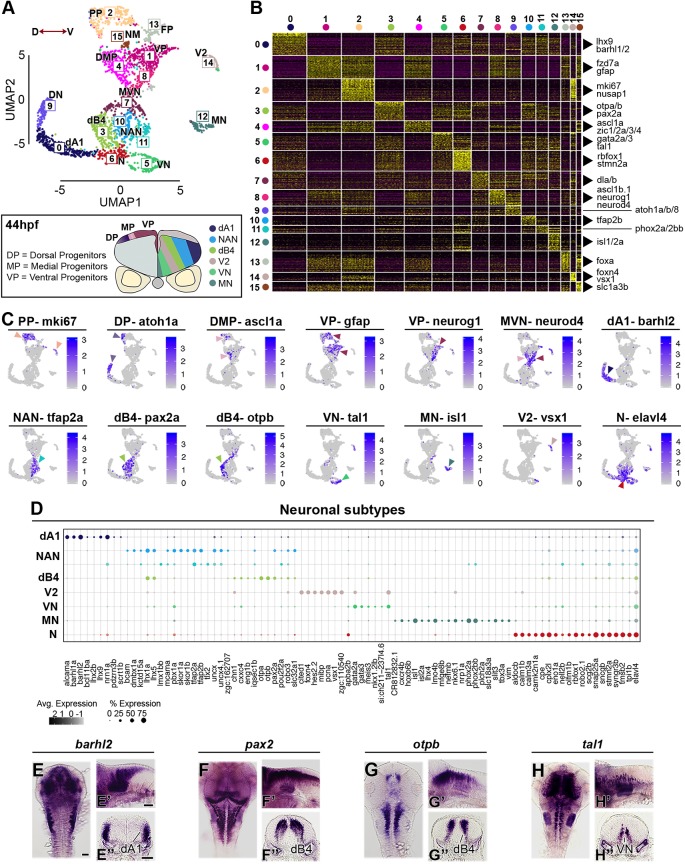
**Neuronal complexity of the 44 hpf hindbrain.** (A) An unsupervised UMAP plot subdivides cells into 16 clusters. Red arrowed line indicates the D-V axis. Below the UMAP is a schematic drawing of a representative transverse section of a 44 hpf zebrafish hindbrain at the level of the otic vesicle (PP, proliferative progenitors; DMP, dorsomedial progenitors; VP, ventral progenitors; MVN, medio-ventral neurogenesis; DN, dorsal neurogenesis; dB4, GABAergic interneurons; NAN, noradrenergic neurons; dA1, dorsal neurons; N, neurons; VN, ventral neurons; V2, interneurons; MN, motor neurons; FP, floor plate; NM, neuromast). (B) Heatmap of the top 30 genes significantly enriched in each cluster, representative gene names are shown close to each cluster. For the full gene list, refer to Fig. S6. (C) UMAP plots showing the log normalised counts of selective representative genes. Colour intensity is proportional to the expression level of a given gene. Arrowheads point to the relevant domain of expression; colour refers to cluster of origin. (D) Dot plot showing neuronal subtype molecular signature. Dot size corresponds to the percentage of cells expressing the feature in each cluster, while the colour represents the average expression level. Whole-mount *in situ* hybridisation showing the expression pattern of *barhl2* (E,E′), *pax2* (F,F′), *otpb* (G,G′) and *tal1* (H-H′). (E-H) Dorsal view, (E′-H′) lateral view and (E″-H″) 40 µm hindbrain transverse section at the level of r4-r5/r5-r6. Scale bars: 50 µm.

### Transcriptional signatures of hindbrain segments

The expression of known markers enables the identity of all clusters (C0-C9) at 16 hpf to be deduced (Fig. 2A). At this stage, the main features that drive clustering of hindbrain cells are segmental identity and D-V identity of progenitors, and one cluster of cells (C6) undergoing neurogenesis. We display the genes that distinguish the different clusters in a heatmap of the top 30 differentially expressed genes (Fig. 2B; Fig. S3) and show the expression level of selected genes in UMAP projection plots that relate them to the Seurat analysis (Fig. 2C). Genes specifically expressed in different hindbrain rhombomeres (r), or in dorsal, medial or ventral domains, are listed in Fig. 2D,E, respectively. The single cell gene expression strongly correlates with *in situ* hybridisation data deposited in ZFIN. Information on any previous studies of these genes is presented in Table S2.1.

UMAP projection plots with dorsal and ventral marker genes (Fig. 2C,E) reveal the relationship between D-V identity and the clustering of cells in Seurat. For example, *zic2b* expression marks the dorsal part of all hindbrain segments, and *neurog1* marks ventral progenitors as well as differentiating neurons (Fig. 2A,C). 

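Among the progenitor-like cells of 16 hpf, *zic2b* had 499.8 CPM (479.9 to 520.3) in the 446 cells of the dorsal-like clusters, 65.3 in the 152 of the medial-like and 41.1 in the 293 of the ventral-like cluster. Roof plate-like cells had 917 CPM, floor plate-like cells 32.7, differentiating cells 399 and non-neural cells 104. In cells grouped by segment, with segmental genes, it ranged from 103 CPM in r4 to 357 in r5. Because *neurog1* was one of the markers that named the ventral-like cluster, no value is given for it.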

For some hindbrain segments (r2, r3, r4 and r7) but not others (r1, r5 and r6), cells with distinct D-V identity segregate into discrete clusters; this presumably reflects the quantitative difference in transcriptome in relation to the threshold for assigning cells to different clusters. Indeed, increasing cluster resolution further subdivides the hindbrain territory in a total of 19 clusters (Fig. S4A), with increased segregation into dorsal, medial and ventral populations (Fig. S4B). 

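Raising the resolution to 2 gave 18 clusters. Cells of r5 then formed a ventral-like cluster of 116 cells, 98.3% of them in the r5 group, and a dorsal-like one of 67, 94.0% of them in that group. A cluster of 168 cells, 85.7% of them in the r6 group, got no D-V name. The medial-like cluster had 152 cells.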

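At 16 hpf, 38 hindbrain cells, 2.15% (1.52 to 2.93), formed a roof plate-like cluster, which was named from *bmp5*, *nog1* and other markers. The number depended on the clustering, with 0 cells at a halved resolution, 0 with UMIs drawn to the same mean per cell in each library and 104 at 1.5 times the resolution. The gene *casz1* had 43.4 CPM in these cells, 51.6 in dorsal-like and 1.91 in ventral-like progenitors.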

Roof plate cells (C8) in the dorsal-most neuroepithelium form a discrete cluster, expressing markers including *bmp5* and *nog1* (Fig. 2B), that is adjacent to cells expressing dorsal markers (Fig. 2A). As also seen in the aggregated data (Fig. S2), floor plate cells form a cluster (C9) that is distant in UMAP from other hindbrain cells.

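The floor plate-like cluster of 16 hpf held 5.82% of the hindbrain cells (4.77 to 7.01), and those of 24 and 44 hpf 22 and 75 cells. At 16 hpf the 103 cells became 27 with the resolution halved, 1.52%, and 32 with UMIs drawn to the same mean per cell, 1.81%. At 44 hpf the number also depended on the clustering, with 8 cells among the merged cells, 6 with the hindbrain cells of all stages clustered together and 0 with the resolution halved, and at 24 hpf the merged cells gave 112, 90 of them in the cluster led by *nkx2.9*. At a higher resolution the cluster of 16 hpf was split, and by the Pearson correlation of mean expression the larger part was nearest to a ventral-like r2 cluster (r = 0.957), while the smaller, of 27 cells, was nearest to the larger (r = 0.836).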

The clustering of cells based on segmental identity is revealed in projection plots of selected marker genes that are expressed in different sets of segments (Fig. 2C): *en2a* (MHB-r1), *hoxa2* (r2-r5), *egr2b* (r3, r5), *mafba* (r5, r6), *hoxa3* (r5-r7) and *hoxd4a* (r7). Cells from r2, r3 and r4 co-cluster in C0-C1, where C0 cells are ventral and C1 cells are dorsal (Fig. 2A). 

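To compare segments gene by gene, the 1454 progenitor-like cells were grouped by the UMIs of segmental genes alone, with 78 cells in MHB-r1 (*eng2a* or *eng2b*, the present symbols of *en2a* and *en2b*), 150 in r2 (*hoxa2b* without *hoxb1a* and the more caudal genes), 184 in r3 (*egr2b* without *mafba*), 71 in r4 (*hoxb1a*), 252 in r5 (*egr2b* with *mafba*), 263 in r6 (*mafba* without *egr2b*) and 216 in r7 (*hoxd4a*). A further 203 cells had UMIs that placed them in no group, and 37 that placed them in more than 1. The clusters at the high resolution with the highest shares of cells of the r2 and r4 groups were a medial-like one, in which 44.7% of cells were in these groups and 11.2% in r3, and a ventral-like one with 45.6% and 14.1%.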

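Between the r2 and r4 groups, *egfl6* had 42.4 and 42.4 CPM, a ratio of r2 over r4 of 1.00 with a 95% interval from 0.646 to 1.58. For *sfrp5* the ratio was 1.29 (0.830 to 2.05), and for *fabp7a*, with 129.8 CPM in r2 and 370 in r4, it was 0.351 (0.291 to 0.422). Set against r5 and r6 together, r2 and r4 together had 5.74 (3.93 to 8.51) times the CPM of *egfl6*, 3.17 (2.76 to 3.65) times that of *fabp7a* and 1.42 (1.103 to 1.81) times that of *sfrp5*. Requiring 2 UMIs of each segmental gene in place of 1 moved the *egfl6* ratio of r2 over r4 most, to 0.703. The tables hold a second entry, *egfl6.1*, a leading gene of clusters of 16 hpf that was added after the data had been seen, with 189 CPM in r2 and 237 in r4, a ratio of 0.796 (0.659 to 0.964), and 4.59 (3.93 to 5.39) for r2 and r4 over r5 and r6.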

Seurat analysis did not discriminate r2 and r4 cells, suggesting strong transcriptional similarities, including *egfl6*, *fabp7a* and *sfrp5* expression (Fig. 2D). Cells from r3 are included in C0-C1, but form a discrete group that is marked, e.g. by *egr2b* expression (Fig. 2A,C,D). This clustering of r2, r3 and r4 cells reflects that genes including *hoxa2b*, *sfrp5* and *sp8a* are expressed in all three segments, whereas *egr2b*, *epha4a*, *sema3fb* and other markers are expressed in r3 cells (Fig. 2C,D). 

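Over r5 to r7, the r2 to r4 groups together had 2.07 (1.70 to 2.52) times the CPM of *sfrp5*, and over r5 and r6 1.80 (1.40 to 2.34) times that of *sp8a*, which had 35.4 and 19.6 CPM. In r3, *epha4a* had 221 CPM against 15.2 in r2 and r4 together, a ratio of 14.6 (10.3 to 21.2). For *sema3fb* the ratio was 51.8 (17.3 to 255), resting on 126 UMIs in r3 and 3 in r2 and r4.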

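At the high resolution, 69.7% of the 89 cells of a dorsal-like cluster and 62.7% of the 67 cells of a ventral-like one were in the r3 group. In the clusters with between 26.7% and 45.6% of cells in the r2 or r4 groups, the share of r3 cells lay between 10.3% and 14.1%, and an r7 cluster had 0.699% of its cells in r2 or r4 and 0.699% in r3.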

After increasing cluster resolution, r3 becomes segregated from r2 and r4 (Fig. S4A). Consistent with previous studies, r3 cells are adjacent to r5 cells (C3), reflecting that they express some genes in common: in addition to the extensively-studied *egr2b* and *epha4a* genes, they express *timp2a*, *aldocb*, *sema3fb* and *myo1cb* (Fig. 2D). r5 also shares transcriptional similarities with r6, which forms an adjacent cluster (C4), including *mafba* (Fig. 2C), *cryba2b*, *crygn2*, *lim2.1*, *col15a1b* and *gas6*. However, r7 cells (C2 ventral and C5 dorsal) do not cluster adjacent to r6 cells, reflecting that, although some genes are expressed in both segments (e.g. *hoxa3a*, *hoxb3a* and *tox3*), many other genes are expressed in one or the other, e.g. *hoxd4a* (Fig. 2C), *fabp7a*, *lratb*, *rbp5*, *rhbdl3* and *sp8a* in r7 (Fig. 2D). r1 and midbrain-hindbrain boundary (MHB) cells, which express known markers [*eng2a/b* (Fig. 2C), *fgf8a, cnpy1* and *pax2a*], are found to cluster together in C7. 

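The r3 and r5 groups together had 96.2 CPM of *aldocb* and the r2, r4 and r6 groups 8.74, a ratio of 11.0 (8.06 to 15.4). The ratio was 31.7 (17.9 to 61.9) for *sema3fb* and 18.1 (14.1 to 23.6) for *epha4a*. Of *timp2a* there were 5 UMIs in r3 and r5 and 8 in r2, r4 and r6, too few to show a difference, with a ratio of 0.691 (0.178 to 2.40). For r5 and r6 together over r2, r3, r4 and r7, the ratio was 58.5 (28.1 to 147) for *cryba2b*, 18.4 (11.6 to 31.0) for *crygn2* and 94.5 (52.6 to 190.1) for *lim2.1*. It was smaller for *col15a1b*, 6.04 (4.49 to 8.24), and for *gas6*, with 80.3 against 31.9 CPM, 2.52 (2.13 to 2.98).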

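In r7, *tox3* had 19.4 CPM and in r6 44.0, a ratio of 0.439 (0.304 to 0.625), and the ratio of r6 and r7 together over r2 to r4 was 0.771 (0.620 to 0.958). With clusters in place of groups by segmental genes, the last ratio was 1.02. Of r2 to r4, r3 had 64.6 CPM of *tox3*, above r6, while r2 and r4 had 25.1 and 23.9, below r6. Over r6, the r7 group had 4.07 (2.58 to 6.64) times the CPM of *rbp5*, 3.37 (2.29 to 5.04) times that of *rhbdl3* and 2.65 (2.29 to 3.06) times that of *fabp7a*. The ratios for *lratb*, 2.09 (1.59 to 2.78), and *sp8a*, 1.82 (1.30 to 2.56), were lower. In MHB-r1, *fgf8a* had 166 CPM against 3.62 in r2 to r7, a ratio of 45.8 (32.2 to 66.2), and the ratios were 41.0 (24.9 to 70.2) for *cnpy1* and 16.9 (12.1 to 23.7) for *pax2a*.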

As summarised in Table S2.1, these analyses have identified genes not previously described to have segmental expression in the hindbrain; these include *myo1cb* and *timp2b* in r3 and r5. In addition, we found genes for which expression data are available, but have not been tested functionally in the hindbrain; these include *sp8a* (strong in r4 and r7, weak in r2 and r3), *sfrp5* (r2-r4) and *wnt7aa* (r3-r7).

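The r3 and r5 groups had 169 CPM of *timp2b* and the r2, r4 and r6 groups 3.97, a ratio of 42.5 (27.3 to 69.9). With clusters in place of these groups it was 5.14. For *myo1cb*, 43.7 CPM stood against 1.59, 27.5 (13.7 to 64.6) times as much.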

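The CPM of *sp8a* was 63.6 in r4 and 40.0 in r7, and 43.7 in r2 and 17.1 in r3, and the ratio of the first pair over the second was 1.57 (1.21 to 2.06). For *sfrp5* it was 49.5 in r2, 61.4 in r3 and 38.5 in r4, then 37.6 in r5 and 9.23 in r7. The r3 to r7 groups together had 58.7 CPM of *wnt7aa*, 6.72 (3.24 to 16.8) times the 8.73 of MHB-r1 and 1.90 (1.42 to 2.61) times the 30.8 of r2. Of these groups r5 had the most, 103 CPM, and r7 the least, 20.7 (15.2 to 27.5), which is not above r2. The direction of the ratio over r2 depended on how the segments were called, since with clusters it was 0.907.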

We further analysed the transcriptome data using PlotClusterTree in Seurat as this better represents the similarity between clusters than UMAP distance. Analysis of the 16 hpf data at higher cluster resolution (Fig. S4C) segregates cells with distinct segmental identity, D-V identity and differentiation state. Cells from r2, r3 and r4 are found to be closely related and are further subdivided based on D-V rather than segmental identity: ventral r3 and ventral r2+r4 form adjacent branches, and dorsal r3 and dorsal r2+r4 form adjacent branches. This suggests that dorsoventral identity underlies greater transcriptomic similarities between cell clusters than segmental identity within this population. 

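By the Pearson correlation of mean log-normalised expression over the variable genes, the cluster nearest to ventral-like r3 was a ventral-like r2 cluster (r = 0.984) and the nearest to dorsal-like r3 a dorsal-like r2 cluster (r = 0.980). The clusters called r2 here also held cells of r4. These correlations are across genes within 1 library, and genes are not independent replicates.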

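Among the clusters of r2 to r4 at the high resolution, the mean correlation was 0.976 over 4 pairs that shared a D-V class but not a segment (0.966 to 0.984) and 0.967 over 5 pairs that shared a segment but not a D-V class (0.955 to 0.978). Pairs that shared neither had a mean of 0.968 over 10 pairs (0.948 to 0.985), not below that of the pairs with a segment in common. By Spearman's correlation these means, for neither in common first and for segment second, were 0.871 and 0.864. At a resolution of 1.5 they were 0.972 and 0.974 by Pearson's correlation and 0.876 and 0.873 by Spearman's. Over all segments at the high resolution they were 0.958 and 0.968, and 0.854 and 0.867, so the order of neither and segment depended on the setting. The mean of pairs that shared a D-V class was above that for segment in each of these settings. At a resolution of 1.5 among r2 to r4 it was 0.983 against 0.974 by Pearson's correlation. Over all segments at the high resolution it was 0.970 against 0.968, and 0.868 against 0.867 by Spearman's. Among r2 to r4 at the high resolution, the ranges of the pairs overlapped, and the means for D-V class and segment differed by 0.0093. Spearman's correlation in place of Pearson's moved the difference between D-V class and segment most, to 0.0156. The clusters were made from the same genes as the correlations. From the order of the branches of its tree, the paper proposes that D-V identity brings these cells closer together than segmental identity does.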

The tree analysis reveals further clusters of r2+r4 cells (3 and 6) that in heat maps are found to have higher expression of genes related to cell proliferation. The tree analysis suggests that r5, r6 and most r7 cells are closely related and subdivides them into sequential and discrete branches, each further subdivided into dorsal and ventral populations. 

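Of the clusters with r5 cells, the ventral-like was nearest to ventral-like r3 (r = 0.981) and the dorsal-like to dorsal-like r3 (r = 0.974), while the r6 cluster was nearest to ventral-like r5 (r = 0.978). The r7 clusters, of 143 cells each, were nearest to clusters of r2, with r = 0.976 for the one without a D-V name and 0.979 for the dorsal-like. By Spearman's correlation the r7 clusters were nearest to each other, with a value of 0.893, ventral-like r5 was nearest to r6, with 0.898, and dorsal-like r5 to ventral-like r5, with 0.879.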

Some cells classified as r7 (cluster 15) form a separate branch; however, we find that these do not express *hoxd4a*, and may correspond to spinal cord cells caudal to the hindbrain. 

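The highest Pearson correlation with another cluster was 0.969 for the MHB-r1 cluster, 0.953 for the roof plate-like and 0.903 for the differentiating cluster. For comparison, the smallest such value among the progenitor-like clusters other than MHB-r1 was 0.974, for dorsal-like r5.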

Finally, the MHB-r1, roof plate, differentiating neurons and floor plate form separate branches.

### Dorsoventral signatures of progenitors and differentiating neurons

D-V positional information regulated by BMP, Wnt and Shh signalling is a key feature of the developing neuroepithelium that underlies specification of neuronal cell types. Extensive molecular characterisation has been carried out in the spinal cord (Delile et al., 2019; Gouti et al., 2015), but less widely for the hindbrain. At all stages analysed, progenitors were clustered based on their D-V identity, reflecting that D-V patterning is established early and maintained during hindbrain neurogenesis. Seurat analysis at 16 hpf segregates cells into dorsal and ventral progenitors, as well as roof plate and floor plate (Fig. 2A). However, UMAP projection plots with known markers (listed in Fig. 2E) and increasing cluster resolution (Fig. S4) reveal that these are further subdivided into dorsal, medial and ventral domains. 

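Among the progenitor-like cells of 16 hpf, *sfrp5* had 104 CPM in ventral-like, 64.6 in medial-like and 12.0 in dorsal-like cells, with 38.0 in non-neural cells. The medial-like cells had 53.3 CPM of *sp8a*, the ventral-like 46.2 and the dorsal-like 1.69. Clusters with 185, 167, 151 and 60 cells, led by genes of r5, r6, r7 and MHB-r1, met no D-V set of markers and stayed without a D-V name.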

Seurat analysis at 24 hpf and 44 hpf clusters cells into dorsal, medial and ventral populations, plus roof plate and floor plate (Figs 3A and 4A). In addition, progenitor cells are further segregated based on expression of proliferation markers. 

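At 24 hpf, 583 progenitor-like cells were in dorsal-like clusters and 514 in ventral-like ones, and no progenitor-like cluster was named medial-like, although a dorsal-like one of 118 cells had 3 medial markers enriched as well. A roof plate-like cluster of 15 cells was found at this stage and none at 44 hpf, although with the hindbrain cells of all stages clustered together 5 of 2548 cells of 44 hpf were in a roof plate-like cluster.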

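At 24 hpf, *mki67* had 563 CPM in a dorsal-like cluster of 180 cells and 577 in a ventral-like one of 100, against 121 and 141 in dorsal-like and ventral-like clusters led by genes of DNA replication such as *cdc6*. At 44 hpf a dorsal-like cluster of 244 cells had 469 CPM and a ventral-like one of 303 cells 16.1. Genes of cell division, *mki67* among them at 44 hpf, led the clusters with 563, 577 and 469 CPM of it.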

Selected genes that mark these different populations are presented in UMAP projection plots (Figs 3C and 4C), in dot plots of relative expression levels in progenitors and differentiating neurons (Fig. 3D,E; Fig. 4D), and *in situ* hybridisation analyses (Fig. 3F-H; Fig. 4E-H). We describe the 24 hpf and 44 hpf data in more detail below.

At 24 hpf, clusters C0, and part of C1 and C5 are found to express known markers of dorsal progenitors, including *zic2b* (Fig. 3A,C), other Zic genes (Elsen et al., 2008; Grinblat and Sive, 2001), *msx1b/msx3* (Miyake et al., 2012) and *olig3/olig4* (Tiso et al., 2009) (Fig. 3B,D). In addition, these cells express novel markers, including *casz1*, *cdon*, *fzd10*, *myca* and *pdgfaa* (Fig. 2B,D; Fig. S5; Table S2.2). 

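The dorsal-like progenitors of 24 hpf had 646 CPM of *zic2b* and the ventral-like 60.6, a ratio of 10.7 (9.40 to 12.2), with 53.9 CPM in non-neural cells. Clustering without the removal of cells moved this ratio most, to 29.4.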

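Over ventral-like progenitors, the dorsal-like had 25.0 (17.3 to 37.6) times the CPM of *casz1*, 169.8 against 6.78. The ratio was 19.9 (14.1 to 28.9) for *cdon*, 11.0 (8.37 to 14.8) for *fzd10*, 10.2 (7.28 to 14.6) for *myca* and 8.86 (6.58 to 12.2) for *pdgfaa*. Some of these genes, *myca* and *casz1* among them, were leading genes of dorsal-like clusters, although none of them named a cluster.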

C1 is distinguished from C0 and C5 by expression of proliferation markers, including *cdca8* (Fig. 3A,C). 

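The cluster with most *cdca8* among the dorsal-like ones of 24 hpf, 146 CPM (129 to 164), was the one of 180 cells in which *mki67* was highest as well. The other dorsal-like clusters had 14.2, 45.0 and 53.4 CPM of *cdca8*, and the non-neural cells 55.0.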

Expression of dorsal markers, including *zic2b*, is also detected in dorsal differentiating neurons (C11, Fig. 3A,C). 

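In the 51 cells of the dorsal neurogenesis-like cluster *zic2b* had 769 CPM and in the 139 of the ventral neurogenesis-like cluster 27.3, a ratio of 28.2 (18.5 to 44.9).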

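At 24 hpf, *atoh1a* had 216 CPM in dorsal-like and 3.98 in ventral-like progenitors, a ratio of 54.2 (33.7 to 93.3). By cluster, it had 312 CPM in the dorsal-like cluster with most *mki67* and 209, 128 and 125 in the others. For the dorsal neurogenesis-like cells it was one of the naming markers.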

Dorsal progenitors in C0 and C1, and dorsal differentiating neurons (C11) express the proneural gene *atoh1a* (Fig. 3C,E) (Elsen et al., 2009), which we verified by *in situ* hybridisation (Fig. 3F,F′). Medial progenitors are found in a subset of cells in C1, C3 and C5, sharing a few dorsally (e.g. Zic genes) and ventrally expressed (e.g. *foxb1a* and *pax6a*) factors, while uniquely expressing markers including *gsx1*, *pax7a/pax7b*, *ptf1a* and *lbx1b* (Fig. 3C,D; Fig. S5; Table S2.2). This analysis further shows that the proneural gene *ascl1a* is expressed medially in hindbrain progenitors (C1, C5) and differentiating neurons (C10), with expression overlapping with *neurod4* (Fig. 3C,E; *in situ* hybridisation in Fig. 3G,G′). 

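Without a medial-like progenitor cluster at 24 hpf, *foxb1a* and *pax6a* could be compared between dorsal-like and ventral-like progenitors only. The ventral-like had 221 CPM of *foxb1a* and the dorsal-like 41.3, a ratio of 5.36 (4.62 to 6.23), and for *pax6a* the ratio was 2.27 (2.05 to 2.52). The 97 cells of the cluster led by *tfap2e*, *lbx1a* and *ascl1a*, which was left without a name, had 523 CPM of *zic2b*, 87.4 of *pax6a* and 22.2 of *foxb1a*.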

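The dorsal-like progenitors had 100 CPM of *ascl1a* and the ventral-like 31.6, a ratio of 3.17 (2.62 to 3.85). The gene *neurod4* had 874 CPM in the cluster of which *ascl1a* is a leading gene, with 669.5 CPM, and between 5.80 and 38.5 in the dorsal-like progenitor clusters.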

Ventral progenitors are subdivided into multiple clusters (C7, C2, C3 and C8). 

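Ventral-like progenitors of 24 hpf fell in 4 clusters here. The CPM of *mcm5* was 285 in the one led by *hells* and *mcm5*, 175 in the one led by *sox21a* and *her3*, 112 in the one with most *mki67* and 69.9 in the one led by *dbx1b*. Among these clusters *mcm2*, *mcm3*, *mcm4* and *mcm6* also had their highest CPM in the first, from 241 to 383. For *irx3a* the CPM lay between 204 and 286, highest in the cluster led by *sox21a*, and ventral-like over dorsal-like progenitors the ratio was 1.90 (1.72 to 2.103).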

Cells in C7 and C3 express higher levels of factors involved in the cell cycle, e.g. Mcm genes (*mcm2-mcm6*), while ventrally restricted genes are enriched in C2 (e.g. *dbx1a/dbx1b*) and C8 (e.g. *irx3a*) (Fig. S5). Overall, we found a ventral progenitor signature in which they express a unique set of transcription factors: *sox21a*, *foxb1a*, *sp8a* and *dbx1a/dbx1b*. These ventral progenitors and differentiating neurons express the proneural gene *neurog1* (Fig. 3C,E), which we verified by *in situ* hybridisation (Fig. 3H,H′). In addition, these cells express several signalling modulators: *sfrp5* (soluble inhibitor of Wnt signalling), *cyp26b1* (RA degradation), *scube2* (Shh long-range signalling) and *sulf2b* (heparan sulfate proteoglycans) (Fig. 3D), which may contribute to modulation of Wnt, RA and Shh levels that underlie neuronal cell type specification (Dessaud et al., 2008; Lara-Ramírez et al., 2013; Lupo et al., 2006; Ulloa and Martí, 2010). 

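The ventral-like progenitors had 326 CPM of *sox21a*, 5.07 (4.50 to 5.72) times that of the dorsal-like, and 7.05 (5.93 to 8.43) times the CPM of *sp8a*. Both genes were among the leading genes of ventral-like clusters. Since *dbx1a* and *dbx1b* named the ventral-like clusters, no ratio is given for them.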

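The ratio of ventral-like over dorsal-like progenitors was 24.5 (14.8 to 43.4) for *sfrp5*, 19.6 (12.4 to 33.1) for *sulf2b*, 5.41 (4.81 to 6.09) for *cyp26b1* and 3.23 (2.71 to 3.86) for *scube2*. Of *sfrp5* the ventral-like progenitors had 73.9 CPM and the non-neural cells 52.5.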

Analysis at 44 hpf also clusters progenitor cells based on D-V identity marked by Zic genes, *ptf1a*, *lbx1b*, *dbx1a*, and the proneural genes *ascl1* and *neurog1* (Fig. 4A-C; Fig. S6; Fig. S7). 

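Of the progenitor-like cells of 44 hpf, 244 were in a dorsal-like cluster, 303 in a ventral-like one, and 241 and 53 in clusters without a D-V name. The larger of the latter, led by *gsx2*, *ptf1a* and *ascl1a*, had 5 dorsal markers enriched but more markers of another class among its leading genes, and the smaller, led by *fabp7b* and *slc1a3b*, met no D-V set of markers.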

The major feature that has emerged by this stage is differentiation to form a number of neuronal cell types that are described below.

### Characterisation of neuronal complexity

Different neuronal subtypes are progressively generated from the distinct D-V progenitor domains. At 16 hpf, Seurat analysis identifies a single cluster (C6) expressing markers of neurogenesis (Fig. 2A), and at 24 hpf and 44 hpf identifies distinct clusters that express early and late markers of neuronal differentiation (Figs 3A and 4A). 

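The differentiating cells of 24 hpf fell in 4 clusters, of which the largest, of 139 cells, was ventral neurogenesis-like. A late neuron-like cluster held 129 cells and a V2-like one 37. At 44 hpf the 10 differentiating clusters had between 40 and 206 cells, and the 101 cells of the differentiating cluster of 16 hpf were led by *dlb* and *neurod4*.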

To determine whether the transcriptome of differentiating cells is similar or different at 16, 24 and 44 hpf, we aggregated the data from all stages and carried out Seurat analysis. 

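The hindbrain cells of the 3 stages clustered together, at a resolution of 0.8, formed 21 clusters, 8 of them progenitor-like, 8 differentiating, 2 floor plate-like, 1 roof plate-like and 2 without a name. Drawing UMIs so that the libraries had the same mean per cell moved the number most, to 18. A cluster mostly of 1 stage can also be one of 1 library.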

Unsupervised clustering identifies 12 clusters and separates progenitors (C0, C2, C3 and C4), progenitors and glia (C1), neurons at different stages of differentiation (C5, C6, C7, C8, C9 and C10), and the floor plate (C11) (Fig. 5A; Fig. S8). When cells are labelled by their developmental stage (Fig. 5B), we found that some cells at different stages of neuronal differentiation at 16 hpf overlap with cells at 24 hpf and 44 hpf. 

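Most differentiating cells of 16 hpf were in the cluster led by *dlb*, *nfasca* and *ebf2*, with 67 cells of 16 hpf, 257 of 24 hpf and 1 of 44 hpf. The cluster led by *isl1* and *phox2a*, which had 23 differentiating and 5 floor plate markers enriched and was left without a name, held 15 cells of 16 hpf, 102 of 24 hpf and 129 of 44 hpf.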

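Differentiating cells had 413 CPM of *fstl1a* at 16 hpf, 365 at 24 hpf and 43.9 at 44 hpf. The ratio of 16 over 24 hpf was 1.13 (0.997 to 1.28) and that of 24 over 44 hpf 8.32 (7.04 to 9.88). With the classes taken from the clustering of all stages, which moved it most, the latter was 16.1.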

Interestingly, they express the activin-binding protein *fstl1a* (Fig. 5D) as well as transcriptional regulators, including *ebf2* (Fig. S8). Likewise, there is some overlap of neurogenesis and neuronal cell types at 24 hpf with differentiating cells at 44 hpf. However, most of the differentiating cells at 24 hpf and 44 hpf are segregated from cells at the earlier stages, consistent with the generation of new neuronal cell types. 

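Late neuron-like cells, in the cluster led by *snap25a* and *sncgb*, numbered 20 at 24 hpf and 190 at 44 hpf. The cluster led by *tal1* and *gata2a* held 29 cells of 24 hpf and 178 of 44 hpf, and the one led by *foxn4* and *vsx1* 9 and 40. By contrast, the clusters led by *barhl2*, with 310 cells, and by *otpa*, with 309, had cells of 44 hpf and of no other stage. From the separation of most differentiating cells by stage, the paper proposes that new types of neurons had been generated.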

There are also shifts in the transcriptome of progenitor cells, which will be discussed below.

**Fig. 5.**
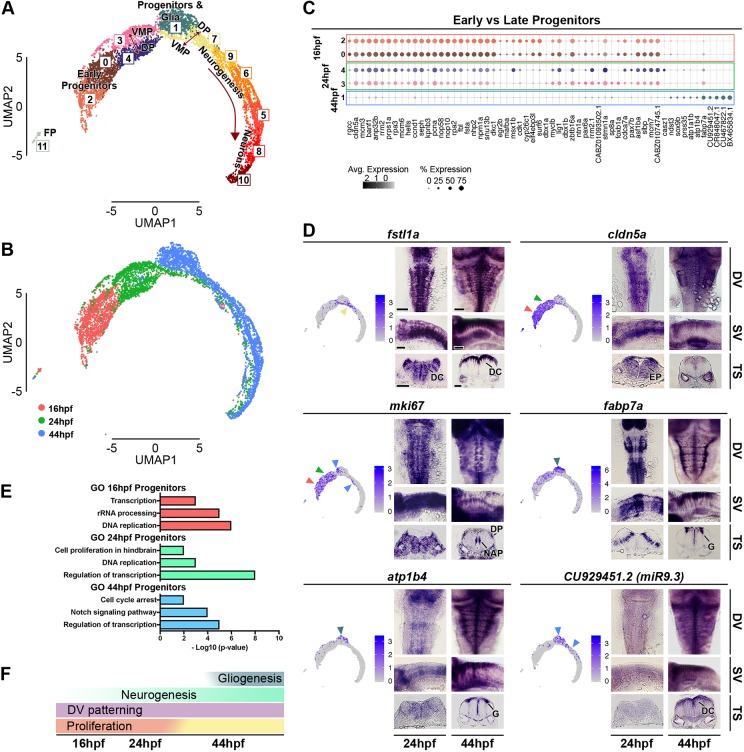
**Analysis of aggregated 16 hpf, 24 hpf and 44 hpf data.** (A) Unsupervised UMAP plot of cells from 16 hpf, 24 hpf and 44 hpf subdivides them into 12 clusters (DP, dorsal progenitors; VMP, ventral-medial progenitors; FP, floor plate). (B) UMAP plots with cells coloured based on their stage of origin: 16 hpf (pink), 24 hpf (green) and 44 hpf (blue). (C) Dot plot showing molecular signature of dorsal and ventral progenitors at the three stages. Dot size corresponds to the percentage of cells expressing the feature in each cluster, while the colour represents the average expression level. The full gene list of top 30 significantly enriched factors is in Fig. S8. (D) UMAP plots showing the log normalised counts of representative genes. Colour intensity is proportional to the expression level of a given gene. Whole-mount *in situ* hybridisation showing the expression pattern of *cldn5a*, *fstl1a*, *mki67*, *fabp7a*, *atp1b4* and *CU929451.2* (*miR9.3*) at 24 hpf and 44 hpf. Arrowheads indicate relevant domains of expression; colour refers to the cluster of origin. Dorsal view (DV), side view (SV) and 40 µm hindbrain transverse section (TS) at the level of r4-r5/r5-r6 are shown for each gene. Scale bars: 50 µm. EN, early neurogenesis; EP, early progenitors; DC, differentiating cells; DP, dorsal progenitors; NAP, non-apical proliferation; G, glia. (E) Selected Gene Ontology (GO) terms at 16 hpf (pink), 24 hpf (green) and 44 hpf (blue) are shown. *x*-axis is -log10 (*P*-value). (F) Summary of global hindbrain changes along the temporal axis.

To characterise the neuronal complexity at 44 hpf (Fig. 4A-D), we classified neuronal subtypes based on previous work (Hernandez-Miranda et al., 2017; Lu et al., 2015). 

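Differentiating cells of 44 hpf were named by subtype from markers whose own values are not reported here. The 309 dA1-like cells had 1137 CPM of *alcama* against 62.6 in the 1190 other differentiating cells, a ratio of 18.2 (15.5 to 21.4). The ratio was 15.9 (10.4 to 25.0) for *pdzrn3b*, 10.6 (8.27 to 13.6) for *scrt1b* and 7.53 (5.64 to 10.1) for *bcl11ba*. Since the clusters were made from all variable genes, and *alcama*, *pdzrn3b* and *bcl11ba* were leading genes of a dA1-like cluster, these ratios describe the cluster. Leaving out the cells with the highest doublet scores, an alternative chosen after seeing the data, moved the ratio of *alcama* most, to 16.9.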

Dorsal progenitors expressing *atoh1a* (C9 in Fig. 4A,C) generate dA1 excitatory interneurons (C0) in the hindbrain, a heterogeneous population that functions in sensory information processing (Hernandez-Miranda et al., 2017). *barhl1a*, *barhl2* (Fig. 4C; *in situ* hybridisation in Fig. 4E; Table S2.3), *lhx2b* and *lhx9* are among their known markers, and in addition we found *alcama*, *bcl11ba* (BAF chromatin remodelling complex), *pdzrn3b* and *scrt1b* (Fig. 4D). Noradrenergic neuron (NAN) development (C10 and C11) is marked by expression of *tfap2a* (Fig. 4C; Table S2.3), which is important for activation of key NA enzymes (Holzschuh et al., 2003; Kim et al., 2001). These cells also express the transcription factors *dmbx1a*, *lhx1a*, *lhx5* and *lbx2*. 

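The 301 NAN-like cells had 4.28 (3.57 to 5.13) times the CPM of *lbx2* of the other differentiating cells. For *lhx5* the ratio was 1.80 (1.52 to 2.13) and for *lhx1a* 1.69 (1.47 to 1.94).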

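NAN-like cells formed a cluster of 168 cells led by *dmbx1a* and one of 133 cells led by *tlx2*, *tlx1* and *lmx1bb*. Of *lmx1bb* the second had 151 UMIs, or 419 CPM, and the first none, which at a floor of 3 UMIs made the second at least 61.8-fold higher. There were 162 and 1 UMIs of *tlx2*, a ratio of 199 (35.2 to 7909), and 209 and 1 of *phox2a*, a ratio of 257 (45.6 to 10189.5). These genes led the second cluster, so the ratios describe how the clusters were split.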

Interestingly, the two clusters of NAN cells are distinguished by expression of several transcription factors, including *lmx1bb*,* tlx2*,* phox2a* and *phox2bb* (Fig. 4D; Fig. S6; Table S2.3). Another class of neurons found in the hindbrain are GABAergic inhibitory interneurons (dB4), here clustered in C3 (Fig. 4A). These cells express *pax2*, *lhx1* and *lhx5* (Fig. 4D,F; Fig. S6; Table S2.3), which may constitute a transcription factor code (Burrill et al., 1997; Gross et al., 2002; Müller et al., 2002; Pillai et al., 2007). 

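In the 204 dB4-like cells *lhx1a* had 3.22 (2.80 to 3.69) times the CPM it had in the other differentiating cells of 44 hpf, and *lhx5* 2.89 (2.42 to 3.42) times.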

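The dB4-like cells had 4427 CPM of *otpa* and the other differentiating cells 432, a ratio of 10.2 (9.57 to 11.0), and for *otpb* the ratio was 7.74 (7.21 to 8.32). Both were leading genes of the dB4-like cluster, which had no name while the neuron and neurogenesis lists were compared together, since *otpa* and *otpb* are in the ventral neurogenesis list, and took its name when the neuron lists were compared first, a choice made after seeing the data. With equal UMIs, 75.5% of the dB4-like cells (68.2 to 81.8) had a UMI of *otpa*, 37 shallower cells being left out, against 2.42% of non-neural cells. With all UMIs the shares were 77.0% and 4.38%, at median depths of 2349.5 and 4021 UMIs.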

A subset of these cells co-expresses *otpa/otpb* (Fig. 4B-D; *in situ* hybridisation in Fig. 4G; Table S2.3), transcription factors involved in dopaminergic neuron specification (Fernandes et al., 2013), suggesting heterogeneity at this stage. More ventrally (C5), neurons are marked by *tal1* (Fig. 4B-D; *in situ* hybridisation in Fig. 4H) and *gata2a/gata3* expression (Fig. 4D; Table S2.3), resembling ventral neurons identified in the spinal cord (Andrzejczuk et al., 2018). A further cluster of ventral neurons is C14, which expresses *vsx1*, *tal1* and *foxn4* (Fig. 4C,D; *in situ* hybridisation of *tal1* in Fig. 4H; Table S2.3), defining this domain as V2 interneurons. *vsx1*-expressing cells in the hindbrain and spinal cord have been defined as non-apical progenitors, able to generate one excitatory (V2a) and one inhibitory (V2b) interneuron, and have been proposed to be a pool important for rapid generation of the sensory-locomotor circuit (McIntosh et al., 2017); their molecular signature is reported in Fig. 4D. 

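Cells led by *foxn4*, *hes2.2* and *vsx1* formed a cluster of 40 cells that was differentiating but got no name of a subtype. It had 1016 CPM of *tal1* (869 to 1181). The 173 VN-like cells were named from *tal1*, *gata2a* and *gata3*.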

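The 106 MN-like cells had 319.9 CPM of *lhx4*, 16.9 (11.9 to 23.9) times that of the other differentiating cells, and for *nkx6.1* the ratio was 12.3 (9.82 to 15.5). Of *tbx3a*, a leading gene of the cluster, there were 93 UMIs in these cells and 3 in the others, a ratio of 494 (164 to 2438). The ratio for *phox2a*, another leading gene, was 22.1 (19.1 to 25.6).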

Motor neurons can be identified in C12 (*isl1*, *isl2* and *phox2a*), and in the hindbrain, *lhx4*, *nkx6.1* and *tbx3a* are further transcription factors expressed in these cells (Fig. 4D; Table S2.3). 

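A late neuron-like cluster of 191 cells had 25.8 (20.9 to 32.1) times the CPM of *calm1b* of the other differentiating cells, 11.6 (9.92 to 13.7) times that of *aldocb*, 8.11 (6.96 to 9.46) times that of *rbfox1* and 4.99 (4.21 to 5.92) times that of *camk2n1a*. The first of these was the leading gene of the cluster.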

A further neuronal cluster (C6) expresses a specific combination of genes (e.g. *aldocb*, *calm1b*, *camk2n1a* and *rbfox1*; Fig. 4C,D; Table S2.3), but could not be classified. C15 consists of lateral line neuromast cells that were present in the dissected tissue and had not been removed bioinformatically. Our transcriptome atlas thus gives new insights into factors expressed in different neuronal cell types in the hindbrain.

### Transcriptional shift of hindbrain progenitors

In addition to finding temporal differences in expression of neurogenic markers, Seurat analysis of the aggregated data found that 16, 24 and 44 hpf progenitors are in largely distinct clusters in UMAP space (Fig. 5A,B). 

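In the clustering of all stages, the largest progenitor-like cluster mostly of 16 hpf held 807 cells of that stage and 1 of 24 hpf, the largest mostly of 24 hpf 634, with 1 of 16 hpf and 2 of 44 hpf, and the largest mostly of 44 hpf 472, with 1 of 24 hpf. A further cluster held 576 cells of 24 hpf and 2 of 16 hpf. A cluster of 381 cells led by *lim2.1* and *mafba* had cells of 16 hpf and of no other stage.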

Analysis of the top 30 significant enriched genes per cluster highlights transcriptional similarities and differences between progenitors (Fig. S8). Genes enriched in both dorsal and ventral progenitors at 16 hpf (C0 and C2) and 24 hpf (C3 and C4) include *cldn5a*, *fsta* and proliferative markers such as *pcna* (Fig. 5C; Fig. S8; Table S2.4). 

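Progenitor-like cells had 797 CPM of *cldn5a* at 16 hpf, 506 at 24 hpf and 107 at 44 hpf. The ratio of 16 over 24 hpf was 1.57 (1.52 to 1.63) and that of 24 over 44 hpf 4.72 (4.19 to 5.35), and counting the clusters without a name as progenitor-like, an alternative chosen after seeing the data, moved the latter most, to 4.89. For *fsta* the CPM was 302, 123 and 3.04, the last from 8 UMIs, and the ratio of 24 over 44 hpf 40.4 (20.4 to 93.7). Non-neural cells had 344 CPM of *fsta* at 16 hpf. Of *pcna*, 24 over 44 hpf, the ratio was 10.7 (9.64 to 11.9) in progenitor-like cells and 1.81 (1.64 to 2.00) in non-neural cells, and 16 over 24 hpf it was 1.11 (1.09 to 1.14) in the former.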

Gene ontology terms associated with the top 30 genes enriched in these progenitors highlight their proliferative property (Fig. 5E). A drastic reduction in proliferation has taken place by 44 hpf. 

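The progenitor-like cells of 24 hpf had 326 CPM of *mki67* and those of 44 hpf 172, a ratio of 1.90 (1.72 to 2.101). The ratio was 3.54 (3.25 to 3.87) for *ccnd1*, 1.64 (1.35 to 2.02) for *cdca8* and 1.05 (0.963 to 1.15) for *nusap1*, whose pooled CPM did not differ detectably between these stages. Taking all hindbrain cells in place of progenitor-like ones, which at 44 hpf includes more differentiating cells, moved the ratio of *mki67* most, to 3.16. With equal UMIs, 38.2%, 40.6% and 19.8% of progenitor-like cells had a UMI of *mki67* at 16, 24 and 44 hpf (110 shallower cells left out at 44 hpf), and 26.6%, 28.4% and 19.3% one of *nusap1*. Without drawing UMIs the shares for *mki67* were 81.8%, 72.0% and 23.8%, at median depths of 10411, 7979 and 2852 UMIs. Non-neural cells, which can divide as well, gave 29.6%, 22.9% and 8.48% with equal UMIs. Non-neural cells had 8905, 9646 and 4021 UMIs in the median, and those of 44 hpf come mostly from a cluster without a name. At 44 hpf, *mki67* and *nusap1* had 475 and 956 CPM in the 40 cells of the cluster led by *foxn4* and *vsx1*, while *nusap1* had 667 in the dorsal-like cluster and 12.7 in the ventral-like. The CPM of *cdca8* was 128 in the dorsal-like cluster and 162 in the one led by *foxn4*, and that of *ccnd1* 353 and 24.1, with 115 in the ventral-like.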

As examples, we show that *mki67*, *nusap1*, *ccnd1* and *cdca8* are widely expressed in the early hindbrain, whereas they are restricted to a small proportion of dorsal progenitors and *vsx1*-expressing cells at 44 hpf (Fig. 5D; Fig. S9). In addition, genes associated with cell cycle arrest (*cdkn1ca* and *cdkn1cb*) and the Notch signalling pathway have increased expression at 44 hpf (Fig. 5E). 

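Progenitor-like cells had 498 CPM of *cdkn1ca* at 44 hpf and 280.3 at 24 hpf, a ratio of 1.78 (1.66 to 1.90). For *cdkn1cb* they were 39.1 and 65.3 CPM, a ratio of 0.600 (0.482 to 0.740). The 133 cells of 44 hpf in the cluster led by *atoh1a* and *atoh1b*, which has no name and is left out here, with 13 differentiating and 7 progenitor markers enriched, had 319 CPM of *cdkn1cb*, and counting the clusters without a name as progenitor-like, an alternative chosen after seeing the data, reversed its ratio, to 1.104. The clusters so counted at 24 hpf also had more differentiating than progenitor markers enriched.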

Glial cells become apparent at 44 hpf in the medio-ventral progenitor pool marked by *fabp7a* (C1), and we find they also express *atp1b4* and *atp1a1b* (Fig. 5D; Fig. S8; Table S2.4). Furthermore, *miR9* loci are detected only at 44 hpf (*miR9.1 CR848047.1*, *miR9.3 CU929451.2* and *miR9.6 CU467822.1*) (Fig. 5C,D; Table S2.4), when they are known to play a key role in the timing of neurogenesis (Coolen et al., 2013, 2012). 

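By cluster at 44 hpf, *fabp7a* had 24971 CPM in the 53 progenitor-like cells led by *fabp7b* and *slc1a3b*, of which it was a leading gene, 8716 in the floor plate-like cells and 2844, 2289 and 1224 in the dorsal-like, ventral-like and remaining progenitor-like clusters. In the same first cluster *atp1a1b* had 1431 CPM and *atp1b4* 334, against 226 and 184 in the ventral-like one. Over 24 hpf, the progenitor-like cells of 44 hpf had 8.03 (7.06 to 9.14) times the CPM of *atp1a1b* and 5.99 (5.09 to 7.05) times that of *atp1b4*, and both were among the leading genes of clusters of 44 hpf cells.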

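Among the hindbrain cells, 2403 UMIs of *CR848047.1* were counted at 44 hpf, 5 at 24 hpf and 0 at 16 hpf, where 0 of 17450916 UMIs allows up to 0.172 CPM if the limit is set at 3 UMIs. Of *CU929451.2* there were 1227, 2 and 2 UMIs, and of *CU467822.1* 3525, 55 and 10. At 44 hpf these were 348, 178 and 510.3 CPM, against 16.1, 8.38 and 26.5 in the non-neural cells of that stage. Taking all cells of 44 hpf in place of the hindbrain cells moved the CPM of *CR848047.1* most, to 254. The loci were among the leading genes of progenitor-like clusters of the merged cells. With 1 library per stage, a property of the 44 hpf library cannot be told apart from the stage.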

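By a fixed rule, genes with at least 100 CPM in one stage and 10 UMIs in the other were ranked by the ratio of pooled CPM. From 24 to 44 hpf in progenitor-like cells, the largest falls were those of *egr2b*, 26.7 (15.2 to 51.8) times lower at 44 hpf, *mcm6*, 13.9 (9.72 to 20.7) times, *si:ch211-226l4.6*, *hells* and *pcna*. The largest rises were those of *CU467822.1*, 179.7 (135 to 244) times higher, *BX465834.1*, 128 (107 to 154) times, *ckbb*, *fabp7b* and *ndrg2*, the last 21.2 (15.6 to 29.3) times. The gene *BX465834.1*, which the non-neural cells of 44 hpf had at 52.4 CPM, was among the leading genes of progenitor-like clusters. From 16 to 24 hpf in the same class, *si:ch211-152c2.3* fell most, 17.1 (13.4 to 22.3) times, before *mafba*, *cyp26c1*, *rbm19* and *mrto4*, and *gpm6aa* rose most, 8.48 (7.56 to 9.54) times, before *efna1b*, *fabp7a*, *vdac3* and *tmsb*. In differentiating cells *ascl1a*, *gusb*, *CR812832.1*, *cxcl12a* and *sst3* led the falls from 16 to 24 hpf, with ratios from 8.14 to 12.3, and *ckbb*, *tal1*, *BX469930.1*, *onecut1* and *atp1a3a* the rises, from 10.8 to 15.8. From 24 to 44 hpf they were led by *cldn5a*, *lin28a*, *ccnd1*, *msx1b* and *zgc:114130*, with falls from 16.4 to 43.0 times, and by *nfil3-5*, *barhl2*, *dennd4b*, *barhl1a* and *ndrg2*, with rises from 10.6 to 18.8 times. Of these 40 places, 22 went to the same genes with a minimum of 20 CPM, the alternative that moved the list most. The cluster of 24 hpf led by *tfap2e*, *lbx1a* and *ascl1a*, left without a name, is outside the differentiating cells compared here. It had more differentiating than progenitor markers enriched, so the fall of *ascl1a* from 16 to 24 hpf may come in part from leaving it out.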

Overall, this analysis highlights that there are significant temporal changes in gene expression in progenitors between 24 hpf and 44 hpf in the developing hindbrain (Fig. 5F).

### Boundary cell and segment centre progenitors

During hindbrain development in zebrafish, proneural gene expression becomes confined to zones flanking the segment boundaries, with low expression in hindbrain boundary cells and also in rhombomere centres (Amoyel et al., 2005; Cheng et al., 2004; Gonzalez-Quevedo et al., 2010). The progenitors at these locations are classified as non-neurogenic as they have low expression of proneural genes required for neuronal differentiation, although this has not been directly shown by lineage analysis (Fig. 6A). The inhibition of neurogenesis has been shown to involve Notch activation (Cheng et al., 2004) and Yap/Taz nuclear translocation (Voltes et al., 2019) at boundaries, and Fgf20 signalling at segment centres (Gonzalez-Quevedo et al., 2010). These distinct progenitor populations were not identified by unsupervised clustering, because this is dominated by the large differences in the transcriptome during D-V patterning and differentiation. We therefore used supervised clustering with known markers to reveal the transcriptional signature of the neurogenic and non-neurogenic cell populations.

**Fig. 6.**
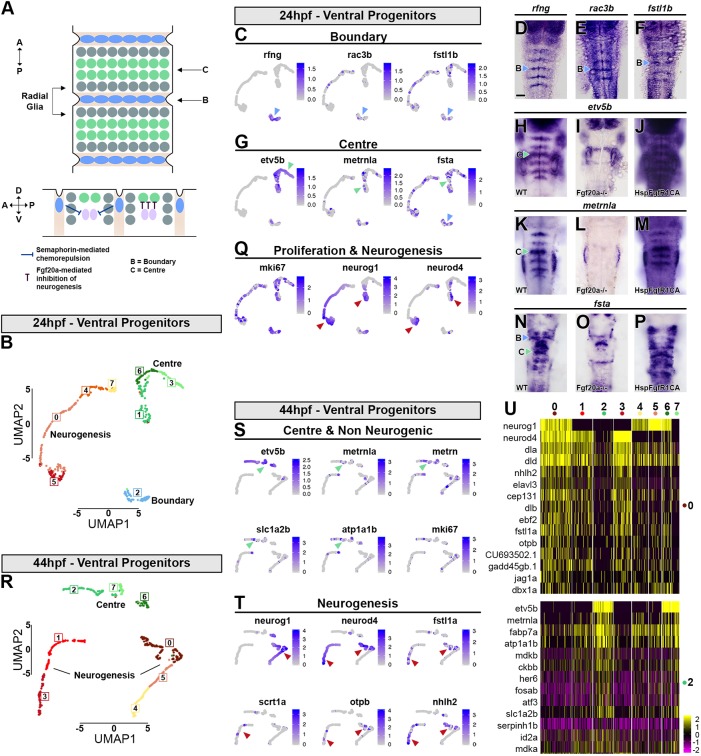
**Transcriptional signature of boundary cells and segment centre progenitors.** (A) Schematic drawing representing anterior-posterior organisation within hindbrain segments. Boundary cells are in blue, neurogenic progenitors in grey and segment centre cells in green. Below is a side view showing the role of boundary cells in maintaining Fgf20a neurons (pink) at the centre of each segment, mediated by semaphorins. Fgf20 signalling maintains undifferentiated progenitors. (B) Supervised clustering of 24 hpf ventral progenitors. Eight clusters are identified: C7, C4 and C0 are progenitors; C5 is the neurogenic domain; C2 are boundary cells; and C1, C6 and C3 are segment centre progenitors. (C,G,Q) UMAP plots showing the expression distribution of boundary (C), segment centre (G) and proliferation and neurogenic genes (Q). Arrowheads indicate relevant domain of expression; colour refers to cluster of origin. (D-F,H,K,N) Whole-mount *in situ* hybridisation of boundary (D-F) and segment centre genes (H,K,N). (I,J,L,M,O,P) Segment centre-specific gene expression is dependent on Fgf20 signalling, as *fgf20a*^−/−^ embryos have loss of *etv5b* (I), *metrnla* (L) and *fsta* (O) expression, whereas constitutive activation of FgfR1 induces their ectopic expression (J,M,P). (R) Supervised clustering of 44 hpf ventral progenitors. Eight clusters are identified: C4 and C5 are progenitors; C0, C1 and C3 are neurogenic domains; C2, C7 and C6 are segment centre progenitors. (S,T) UMAP plots showing the expression distribution of segment centre and non-neurogenic genes (S) and neurogenic genes (T). Arrowheads indicate relevant domain of expression; colour refers to cluster of origin. (U) Heatmap of the top 15 genes enriched in each cluster.

We bioinformatically isolated 24 hpf ventral progenitors and used *rfng* (boundary), *etv5b* (segment centre), and *neurog1* and *neurod4* (neuronal differentiation) to drive clustering. Three clusters were obtained that are divided into eight subclusters (Fig. 6B): C2 corresponds to boundary cells (Fig. 6C), C1, C3 and C6 to segment centres (Fig. 6G), and C0, C4, C5 and C7 to neurogenic cells (Fig. 6Q). 

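In place of supervised clustering, the 514 ventral-like progenitors of 24 hpf were grouped by UMIs of the same genes, with 33 boundary cells (*rfng* without *etv5b*), 151 centre cells (*etv5b* without *rfng*), 159 neurogenic cells (*neurog1* or *neurod4* without either) and 146 others. Both *rfng* and *etv5b* were found in 25 cells, which were left out. The *rfng* and *etv5b* groups depend on few UMIs, and *etv5b* had 60.1 CPM in these progenitors against 42.7 in non-neural cells.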

The neurogenic cells form a continuum in which there is increasing expression of proneural genes and decreased expression of a proliferation marker *mki67* (Fig. 6Q). 

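The neurogenic group had 326 CPM of *mki67* and the remaining ventral-like progenitors 275, a ratio of 1.19 (1.05 to 1.34). The boundary and centre groups had 287 and 318 CPM and the other cells 214, so the difference lies mostly in the latter. In the ventral neurogenesis-like cluster, which lies outside these groups, it had 30.7 CPM. These values compare groups and do not follow the level along the neurogenic cells.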

We found that boundary cells that express *rfng* (C2; Fig. 6D) also express some previously known markers (Fig. S10; Table S2.5): *rasgef1ba* (Letelier et al., 2018) and the Rho GTPase *rac3b* (Fig. 6E; Letelier et al., 2018). In addition, we find new genes with expression enriched at boundaries, including *rnd2, prdm8*, *gsx1* and *grasp* (*tamalin*). 

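The boundary group had 107 CPM of *rac3b* and the neurogenic and other cells together 13.9, a ratio of 7.66 (4.54 to 12.9). For *rasgef1ba* the ratio was 1.43 (1.11 to 1.81). With groups among all progenitor-like cells in place of the ventral-like, the alternative that moved it most, the ratio of *rac3b* was 5.41.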

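The ratio of boundary cells over neurogenic and other cells was 2.17 (1.07 to 4.08) for *rnd2* and 2.09 (1.38 to 3.09) for *prdm8*. For *grasp* it was 1.34 (0.801 to 2.14), an interval that includes 1. Of *gsx1* the boundary cells had 90.0 CPM and the others 178, a ratio of 0.507 (0.330 to 0.749), whose direction changed among all progenitor-like cells, where it was 1.102. The low ratio comes from the cells with none of the grouping genes, which had 337 CPM, while the neurogenic group had 48.1, less than the boundary group. The boundary value of *gsx1* rests on 27 UMIs in 6 of 33 cells.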

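For *fstl1b* the CPM was 100 in the boundary group, 46.6 in the centre group and 60.1 in neurogenic and other cells. The ratio of the boundary group over the last was 1.67 (1.08 to 2.49) and that of the centre group 0.777 (0.568 to 1.05).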

We noticed that the BMP inhibitor *follistatin 1b* (Fig. 6F; Dal-Pra et al., 2006) is enriched both in segment centres and boundary cells (Fig. S10), and *in situ* hybridisation analysis confirmed the increased expression at boundaries (Fig. 6F). Thus, we identified a distinct set of factors present in boundary cells with potential functional implications.

At each segment centre, cells respond to Fgf20 signalling and upregulate the Fgf-direct target *etv5b* (Esain et al., 2010; Gonzalez-Quevedo et al., 2010), which we used to drive clustering of 24 hpf progenitors. *etv5b*-expressing cells are found in three adjacent clusters: C1, C3 and C6. In C1 there is transcriptional overlap of *etv5b* with *neurog1*, *ascl1b.1* and *neurod4* (Fig. 6G,Q; Table S2.5), while proneural genes are expressed at a low level in C6 and not detected in C3 cells. 

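With equal UMIs, 14 of the 46 ventral-like progenitors of 24 hpf with a UMI of *etv5b* had one of *neurog1* or *neurod4*, 30.4% (17.7 to 45.8), against 37.6% of those without *etv5b*. With all UMIs the shares were 58.0% and 53.2%. Non-neural cells had a UMI of *neurog1* in 3.03%, of *neurod4* in 2.75% and of *etv5b* in 6.06% with equal UMIs, at a median depth of 9646 UMIs against 7571, where the ventral-like progenitors had *etv5b* in 8.95%. The centre group had 332 CPM of *ascl1b.1*, 1.14 (1.01 to 1.28) times that of neurogenic and other cells, which had 430.2 and 123, and with k-means clusters of the driving genes in place of the groups the direction changed, to 0.777.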

The overlapping expression in C1 and C6 likely reflects that, at 24 hpf, *etv5b* is expressed in stripes located at the centre of each segment (Fig. 6H; Table S2.5) but neurogenic gene expression has yet to be fully downregulated (Fig. 3H; Gonzalez-Quevedo et al., 2010). Many of the genes co-expressed with *etv5b* (Fig. S10) have an unknown expression pattern, but based on previous work (Gonzalez-Quevedo et al., 2010), we reasoned that all segment centre marker genes would be under the control of Fgf20. We therefore performed a bulk RNA-seq experiment comparing wild-type dissected hindbrain with *fgf20a* mutant tissue (Gonzalez-Quevedo et al., 2010) (Fig. S11). *metrnla*, which is present in C1 and C6 (Fig. 6G), was among the downregulated genes in *fgf20a*^−/−^ mutants, and *in situ* hybridisation revealed its expression in segment centres (Fig. 6K). 

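In the centre group of 24 hpf, *metrnl*, the symbol under which the files list *metrnla*, had 75.1 CPM (61.3 to 91.0). Neurogenic and other cells together had 53.5, a ratio of 1.40 (1.07 to 1.84). The neurogenic group alone had 41.8 CPM and the other cells 67.9, within the interval of the centre group, so the difference lies mostly in the former. For *fsta* the centre group had 198 and neurogenic and other cells together 150.2 CPM, a ratio of 1.32 (1.12 to 1.55). The neurogenic group alone had 148 CPM of *fsta*.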

The *fgf20a*^−/−^ RNA-seq screen also found *fsta*, which is present in all clusters (Fig. 6G); *in situ* hybridisation suggested this gene has complex expression patterns that include segment centre cells (Fig. 6N). However, *etv5b* was not found in this screen, which likely reflects that it has a complex expression pattern in the hindbrain, otic vesicle and cranial ganglia (Table S3). We therefore also profiled transgenic hindbrains expressing heat-shock-induced constitutively activated FgfR1 [Tg(*hsp70:ca-fgfr1*)] and compared with heat-shocked counterparts (Table S4). This screen found *etv5b*,* metrnla* and *fsta* among the top genes induced by Fgf signalling (Fig. S12). *In situ* hybridisation confirmed that Fgf20 signalling is both necessary and sufficient for expression of *etv5b*, *metrnla* and *fsta* in segment centres (Fig. 6H-P). *metrnla* encodes a cytokine with an unknown receptor. As the related meteorin gene (*metrn*) has been implicated in gliogenesis in other contexts (Lee et al., 2010; Nishino et al., 2004), it is a candidate for promoting glial cell differentiation that occurs at segment centres. 

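In the boundary group, *fsta* had 160.1 CPM, 1.07 (0.771 to 1.45) times that of neurogenic and other cells, a difference that 48 UMIs could not show.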

Interestingly, *fsta* is also expressed by boundary cells, and thus correlates with non-neurogenic progenitors. Overall, we found a limited number of genes that are exclusively expressed by boundary or centre progenitors, while the majority of transcripts are expressed in the two cell populations (Fig. S10), suggesting similarities in their transcriptome.

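In progenitor-like cells, 148 UMIs of *rfng* were counted at 24 hpf and 23 at 44 hpf, which are 15.5 and 8.74 CPM and a ratio of 1.77 (1.14 to 2.88). Non-neural cells had 11.5 and 6.29 CPM, and at 44 hpf the interval of progenitor-like cells, 5.54 to 13.1, overlapped theirs, 2.88 to 11.9. Of the 303 ventral-like progenitors of 44 hpf, 13 had *rfng* without *etv5b*, with 5 UMIs of *rasgef1ba* and 0 of *rac3b* among 36155 UMIs of these cells.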

At 44 hpf, neurogenic zones are fully refined but *rfng* and other boundary cell markers are no longer detected. We therefore used only *etv5b* and *neurog1+neurod4* to drive clustering. 

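At 44 hpf, 45 ventral-like progenitors had *etv5b* without *rfng*, 126 had *neurog1* or *neurod4* without either and 116 had none of these genes. With equal UMIs, 11 of 28 cells with *etv5b* had a UMI of *neurog1* or *neurod4*, 39.3% (21.5 to 59.4), against 49.8% of those without, 54 shallower cells being left out. With all UMIs the shares were 47.9% and 51.8%. The gene *etv5b* had 61.0 CPM in these progenitors and 62.2 in non-neural cells, and a UMI of it was found in 11.2% and 10.6% with equal UMIs, at median depths of 2615 and 4021 UMIs. These non-neural cells are mostly of 1 cluster and may express it, since among ventral-like progenitors and ventral neurogenesis-like cells those with both *neurog1* and *neurod4* had 29.3 CPM (14.1 to 53.9), so the share of the cells with *etv5b* that is background is not known. Against neurogenic and other cells, the centre group had 0.969 (0.626 to 1.46) times the CPM of *metrn*, 1.47 (0.764 to 2.68) times that of *slc1a2b* and 0.893 (0.583 to 1.33) times that of *atp1a1b*. The ratio of *metrnl* was 1.18 (0.526 to 2.41), from 10 UMIs. Every one of these intervals includes 1. The cells pooled here differ, since *atp1a1b* had 206 CPM in the centre group, 104 in the neurogenic group and 382 in the other cells, *slc1a2b* 103, 38.2 and 108, and *metrn* 199, 156 and 264. Grouping all progenitor-like cells moved the ratio of *metrn* most, to 1.22.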

At this stage, *etv5b*-expressing cells segregate together in three adjacent subclusters (C2, C6 and C7) and the overlap with neurogenic genes has greatly decreased (Fig. 6R-U). *metrn* and *metrnla* are expressed in a similar pattern to *slc1a2b*, *atp1a1b* and other glial markers, further suggesting that the Metrn family could play a role in hindbrain gliogenesis. Neurogenic cells segregate into two clusters that are further subdivided: C4, C5 and C0 have a gradient of *neurog1* and *neurod4* expression, suggestive of the progression of neuronal differentiation, while C3 and C1 express only *neurod4*, suggestive of late differentiation (Fig. 6R). These latter cells present a unique signature (Fig. 6U) that includes the expression of *fstl1a* (Fig. 5D; Fig. 6T), and the transcription factors *scrt1a*, *scrt2* (Fig. 6T; Fig. 7C,E) and *nhlh2* (Fig. 6T; Table S2.6).

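Within the ventral-like progenitors of 44 hpf, the neurogenic group had 2.75 (1.72 to 4.50) times the CPM of *fstl1a* of the centre and other cells and 5.04 (2.65 to 10.4) times that of *nhlh2*. There were 11 and 6 UMIs of *scrt1a* and 7 and 8 of *scrt2*, too few to show a difference, with ratios of 2.27 (0.768 to 7.46) and 1.08 (0.334 to 3.41) whose direction changed when 2 UMIs of the grouping genes were required, to 0.878 and 0.732. Groups by *neurog1* and *neurod4* that also took in the ventral neurogenesis-like cells were chosen after seeing the data. In them *scrt1a* had 843 CPM in the 84 cells with *neurod4* and no *neurog1*, 317 in the 117 with both, 67.6 in the 76 with *neurog1* and no *neurod4* and 580.3 in the 201 with neither. The CPM in the same order was 354, 176, 43.4 and 229 for *scrt2*, 1127, 765, 48.3 and 503 for *nhlh2*, and 258, 314, 106 and 51.0 for *fstl1a*.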

**Fig. 7.**
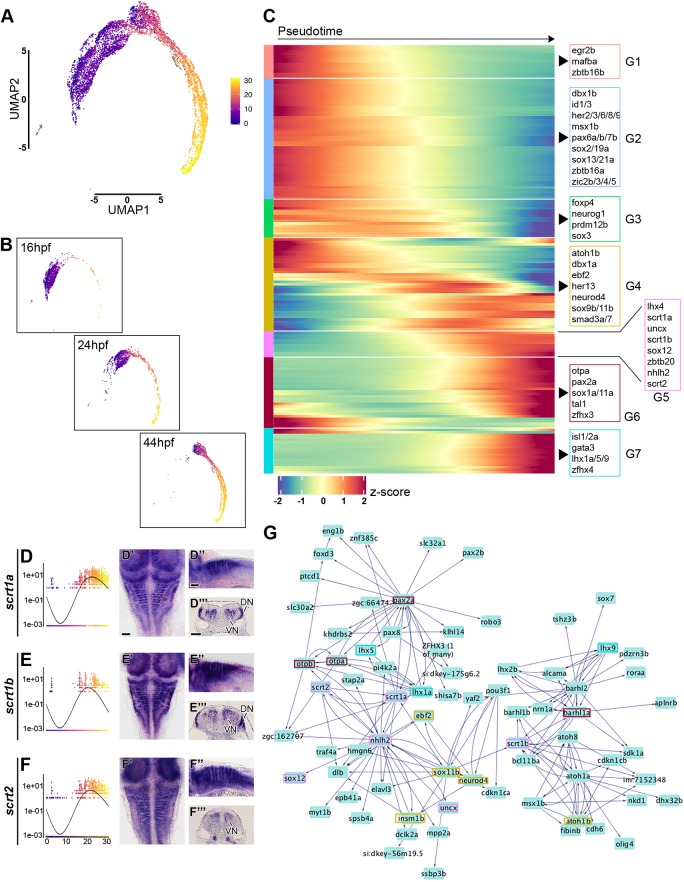
**Analysis of transcription factor expression during hindbrain neurogenesis.** (A) Monocle3 pseudo-temporal ordering of 16 hpf, 24 hpf and 44 hpf hindbrain cells superimposed onto the aggregate UMAP. Cells are coloured based on their progression along pseudotemporal space (from pseudotime 0 in violet to the end of differentiation in yellow). (B) Individual pseudotemporal plots representing cell distribution at each developmental stage. (C) Heatmap showing selected TFs clustered by pseudotemporal expression pattern (q values<0.01). Pseudotime ordering is from left (progenitor state) to right (differentiated neurons). Selected transcription factors are shown for each group (G1-G7). The full gene list is in Fig. S13. (D-F) Expression of *scrt1a*, *scrt1b* and *scrt2* during pseudotime. Whole-mount *in situ* hybridisation at 44 hpf for Scratch genes is shown in dorsal view (D′-F′), side view (D″-F″) and hindbrain sections (D‴-F‴). Scale bars: 50 µm. VN, ventral neurogenesis; DN, dorsal neurogenesis. (G) Using GENIE3, a directed network of interactions was predicted among the genes in the 44 hpf scRNA-seq dataset. The Scratch genes network was viewed and extracted in Cytoscape; boxes highlight TFs present in the above heatmap and colours match the group of origin in C.

### Transcription factors temporally regulating hindbrain neurogenesis

To illustrate developmental insights that can be extracted from the single cell RNA-seq data, we focussed on transcription factors (TFs) (AnimalTFDB3.0 database; Zhang et al., 2012) and inferred their potential contribution to hindbrain neurogenesis. We used the aggregated dataset (Fig. 5A) and performed pseudotime analysis using Monocle v3.0.2 (Qiu et al., 2017; Trapnell et al., 2014), which orders cells uniquely on the similarity of their global TF expression profiles. This created a pseudotime trajectory with three discrete cell states (Fig. S14). The root of the trajectory was defined as the state containing the majority of the 16 hpf progenitor cells. The three states are characterised by the expression of: *sox2*, *egr2b*, *mafba*, Zic genes, *pax6a/b* and *zbtb16a/b*, among others, for the progenitor state; *sox3*, *neurog1*, *atoh1a*, *dbx1a*, *gsx1* and *lbx1b* are in the intermediate differentiation state; *atoh1b*, *neurod4*, *isl1*, *vsx1*, *tal1*, *pax2a* and other neuronal transcription factors have high expression level in the final state (Fig. S14). Along the trajectory, cells are ordered largely based on developmental stage of origin and state of differentiation (Fig. 7A,B). 

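Monocle was not rerun here. In its place, diffusion pseudotime was computed for 5990 hindbrain cells from 50 principal components with a stage effect subtracted, rooted in *sox3*-positive cells of 16 hpf, and given as a percentile of cells. The position of a cell depends on its depth and its library as well as on its state, and neither was separated from the other.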

16 hpf and 24 hpf progenitors are found mainly at the start of the trajectory, followed by 44 hpf progenitors. 

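The median percentile was 21.1 (quartiles 8.23 and 39.4) for progenitor-like cells of 16 hpf, 23.6 (15.1 and 31.5) for those of 24 hpf and 67.0 (61.8 and 71.7) for those of 44 hpf. Differentiating cells lay at 50.5 (41.2 and 53.3) at 16 hpf, 55.1 (48.0 and 80.2) at 24 hpf and 85.0 (78.0 and 92.0) at 44 hpf.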

16 hpf differentiating cells present a TFs expression pattern that mostly resemble 24 hpf progenitors, with the exception of a few cells found at the end of the trajectory, while 24 hpf and 44 hpf differentiating cells highly overlap (Fig. 7B). These data further suggest transcriptional changes in early versus late hindbrain progenitors.

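From the places of the progenitors along its trajectory, early for 16 and 24 hpf and later for 44 hpf (Fig. 7B), the paper proposes that the transcriptome of hindbrain progenitors changes with stage. With the stage effect left in, the progenitor-like cells had median percentiles of 13.1 at 16 hpf, 38.5 at 24 hpf and 61.9 at 44 hpf. Differentiating cells then had medians of 28.3 (quartiles 25.8 and 51.4) at 16 hpf, 53.8 at 24 hpf and 85.8 at 44 hpf. Whether those of 16 hpf came before or after the progenitor-like cells of 24 hpf thus depended on the stage correction.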

To identify the temporal cascade of TFs that may be involved in neurogenic cell-fate decision, we mapped TFs that significantly varied in their pseudo-temporal expression pattern, and clustered them according to their expression dynamic (Fig. 7C). This analysis highlights multiple discrete shifts in TF expression occurring during hindbrain neurogenesis. 

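For 28 transcription factors that the paper places in groups G1 to G7, the mean percentile of each gene was compared with the number of its group. This mean was taken over cells, weighted by their log-normalised expression of the gene. A UMI thus weighed more in a shallow cell. Spearman's rank correlation was 0.861 across genes, which are not independent replicates and were placed in their groups by the study from the same cells. The alternative that moved it most was the stage effect left in, with 0.825.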

Seven distinct patterns were identified, where the first has high expression at the beginning of pseudotime, and the others present a progressive shift until reaching a peak of expression of neuronal markers at the end of differentiation. 

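The mean percentile was 32.7 for *egr2b* and 49.5 for *mafba*.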

The first group (G1) includes *egr2b* and *mafba*, which are genes involved in segmental identity of progenitors that are rapidly downregulated at the onset of differentiation. In the next group (G2) are genes expressed in progenitors but not downregulated until later in pseudotime. These genes have been implicated in the maintenance of the progenitor fate and/or inhibition of neurogenesis. Among them, Zic and Her genes promote neural progenitor identity and inhibit differentiation (Bae et al., 2005; Coolen et al., 2012; Nyholm et al., 2007; Scholpp et al., 2009), Id genes encode negative regulators of proneural bHLH proteins and are abundant in multipotent cells (Ellis et al., 1990; Garrell and Modolell, 1990; Ling et al., 2014) and *zbtb16a* (*plzfa*) inhibits neurogenesis and the encoded protein is degraded in order for neuronal differentiation to progress (Sobieszczuk et al., 2010). 

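Of G2, a pair of genes was followed, with mean percentiles of 30.9 for *zbtb16a* and 31.4 for *zic2b*, and the median of the group was 31.2 against 41.1 for G1, where *egr2b* had 32.7 and *mafba* 49.5. With the stage effect left in, the medians were 31.0 and 32.3, and *egr2b*, with 25.8, came before both genes of G2.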

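Mean percentiles were 38.4 for *prdm12b*, 40.4 for *sox3*, 41.9 for *neurog1* and 44.0 for *foxp4*, with a median of 41.2. These means are taken over all hindbrain cells, so that a gene that is on early and late has a middle position.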

The following group of genes (G3) with shifting expression in pseudotime are: *sox3*, which has initial constant expression followed by a drop in differentiated cells; *neurog1* (reviewed by Bertrand et al., 2002); *prdm12b*, a regulator of V1 interneuron fate decision (Thélie et al., 2015; Zannino et al., 2014); and *foxp4*, which is progressively expressed during neuronal differentiation and promotes detachment of differentiating cells from the neuroepithelium (Rousso et al., 2012). *atoh1b* and *neurod4* are found in the next step of the cascade (G4), together with *ebf2*, a factor that acts downstream of proneural genes and is necessary for initiation of migration toward the mantle layer and neuronal differentiation (Garcia-Dominguez et al., 2003). In the next group, a subset of genes initiates expression that then increases late in pseudotime (G5). They include *zbtb20*, which functions during corticogenesis as a temporal regulator for the generation of layer-specific neuronal subtypes (Tonchev et al., 2016), and the less studied *uncx*, *nhlh2*, *lhx4* and *sox12*. Furthermore, members of the zebrafish scratch family (*scrt1a/scrt1b/scrt2*) have a similar dynamic pattern and show enrichment within the neurogenic zone, with some dorsoventral differences: *scrt1a* and *scrt1b* are expressed ventrally and dorsally (Fig. 7D,E), while *scrt2* is only found ventrally (Fig. 7F). These genes have been implicated in the onset of neuronal migration (Itoh et al., 2013; Paul et al., 2014). 

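The median of the mean percentiles was 74.8 for the 8 genes of G5 that were followed, among them *zbtb20* with 76.4, *uncx* with 74.8, *nhlh2* with 72.5, *lhx4* with 85.5 and *sox12* with 74.0. Of G4, *atoh1b*, *neurod4* and *ebf2* had 60.8, 55.7 and 60.5.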

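Mean percentiles were 74.7 for *scrt1a*, 75.2 for *scrt1b* and 70.4 for *scrt2*. At 44 hpf, ventral neurogenesis-like over dA1-like cells, *scrt1a* had 1.27 (1.14 to 1.42) and *scrt2* 3.04 (2.44 to 3.80) times the CPM. Of *scrt2* that was 582 CPM in the former and 192 in the latter. For *scrt1b*, 4 UMIs in the former and 209 in the latter gave a ratio of 0.0280 (0.00757 to 0.0728). These are clusters of cells, while the paper's dorsal and ventral positions come from *in situ* hybridisation.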

Followed by a group of TFs with a later onset of expression that does not decline (G6), these factors are implicated in neuronal specification (*otpa*, *tal1* and *pax2a*). 

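The mean percentiles of *otpa*, *tal1* and *pax2a* were 74.4, 77.0 and 68.7, with a median of 74.4.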

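For *isl1* the mean percentile was 79.5 and for *isl2a* 73.9, while *gata3* had 77.8, *lhx1a* 79.4, *lhx5* 78.9 and *lhx9* 85.8, a median of 79.2.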

The final group of genes with an onset of expression late in pseudotime (G7) also encode regulators of neuronal identity (*isl1/isl2a*, *gata3* and *lhx1a/lhx5/lhx9*; Fig. S14).

To further explore the role of TFs in hindbrain neurogenesis, we used a complementary approach that does not relay on pseudotemporal ordering. A genetic regulatory network (GRN) was created using GENIE3 (Huynh-Thu et al., 2010), which uses a Random Forest machine-learning algorithm to predict the strength of putative regulatory links between a target gene and the expression pattern of input genes (i.e. transcription factors). As there have been extensive studies of gene regulation during hindbrain segmentation (Parker and Krumlauf, 2017), we tested whether GENIE3 finds known interactions. We analysed the transciptome data from 16 hpf and focussed on a module that includes regulators of segmentation and A-P identity (Fig. S15). 

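GENIE3 was not rerun. Spearman's correlation of log-normalised expression across the hindbrain cells of 16 hpf was 0.674 between *egr2b* and *epha4a*, 0.646 between *mafba* and *hoxb3a*, 0.471 between *mafba* and *hoxa3a* and 0.387 between *egr2b* and *hoxa2b*. It was 0.331 between *egr2b* and *mafba*, 0.270 between *egr2b* and *hoxb2a* and 0.213 between *mafba* and *epha4a*. Between *hoxb1a* and *epha4a* it was negative, at -0.138. Of 2000 random pairs among 7177 genes, 95% lay between -0.036 and 0.065. Cells are not replicates, and genes expressed in the same segment correlate without acting on each other.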

We find potential interactions between *egr2b*, *mafba*, Hox genes and *epha4a*, which include seven interactions that have been verified *in vivo* (asterisks in Fig. S15). A GRN was produced for each individual stage (16 hpf Table S5.1, 24 hpf Table S5.2, 44 hpf Table S5.3), and we present findings for 44 hpf as these are more relevant for late steps of neurogenesis. To focus on the predictions with higher significance, we applied a threshold of >0.025 of important measure (IM) and these interactions were analysed in Cytoscape (Shannon et al., 2003) (Table S5). This cut-off recovered 4637 total interactions that constitute a valuable resource to guide future *in vivo* functional validations. Given the complexity of the network, we extracted a submodule to exemplify its predictive potential. We interrogated the network to specifically predict the role of Scrt genes during neurogenesis, and extracted their closest neighbours (Fig. 7G). This network module predicts interconnections between genes in G5a, G5a and G4. *scrt1a* and *scrt2* are found in a feedback loop with *nhlh2*, and upstream of neurogenic factors (*neurod4*, *elavl3*, *otpa/otpb* and *pax2a*), while *scrt1b* is connected to *atoh1a/atoh1b*, *atoh8* and *barhl1a/barhl1b*.

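Across the hindbrain cells of 44 hpf, *nhlh2* had correlations of 0.479 with *scrt1a* and 0.389 with *scrt2*, and *elavl3* of 0.441 and 0.370. The correlations with *pax2a* were 0.295 and 0.256, those with *otpa* 0.177 and 0.195, those with *otpb* 0.126 and 0.140, and those with *neurod4* 0.014 and 0.070. For *scrt1b* they were 0.382 with *atoh1a*, 0.361 with *barhl1a*, 0.282 with *barhl1b*, 0.276 with *atoh1b* and 0.175 with *atoh8*. Some pairs that the paper does not link correlated as well, with 0.264 for *scrt1a* and *barhl1a* and 0.239 for *scrt1b* and *nhlh2*. Other such pairs had lower values, with 0.066 for *scrt2* and *barhl1a*, and 0.048 and 0.077 for *scrt1a* and *scrt2* with *atoh1b*. Random pairs were drawn from 5542 genes found in neither few nor most cells of this stage, and 95% lay between -0.039 and 0.074. That range includes both values for *neurod4*, but it is not matched to *elavl3*, which was found in 1917 of 2548 cells.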

## DISCUSSION

The single cell transcriptome atlas that we present here is a resource for further investigation of mechanisms that regulate neurogenesis and other aspects of hindbrain development. We analysed the transcriptome of hindbrain cells prior to (16 hpf), during (24 hpf) and after (44 hpf) the patterning of neurogenesis to form discrete neurogenic and non-neurogenic zones within segments. We used unbiased methods to cluster cells based on transcriptional differences, and identified genes that mark distinct hindbrain segments, cell types along the D-V axis and neuronal differentiation. By comparing our findings with previous studies, we have created an annotated list of genes that indicates those that are previously known and those that are novel markers, as also highlighted in the relevant Results section.

Seurat analysis at 16 hpf clustered cells based on segment-specific gene expression and gave a global picture of differences in the transcriptome of distinct segments. The organisation of clusters from r2 to r6 suggests that neighbouring segments have a similar transcriptome, but with a significant difference between odd- and even-numbered segments. This is consistent with previous studies showing nested expression of Hox genes that regulate anterior-posterior identity (reviewed by Alexander et al., 2009; Tümpel et al., 2009), and the role of *egr2* in regulating gene expression in r3 and r5 that confers distinct properties from r2, r4 and r6 (Voiculescu et al., 2001). In contrast, r7 cells do not cluster adjacent to r6 cells, suggestive of a distinct identity that could indicate it is a transitional zone to the anterior spinal cord.

We find major differences in gene expression in differentiating neurons at 16 hpf and 24 hpf compared with 44 hpf, as expected from the generation of distinct neuronal cell types at different times. Our analyses reveal new genes that are co-expressed with known markers of neuronal cell types that form along the D-V axis. In addition to transcription factors, these include modulators of the Shh, RA and Wnt pathways. Interestingly, many differentiating neurons at all stages express *fstl1a*, suggesting a potential role of BMP inhibition. The generation of different neuronal cell types at 44 hpf compared with 16 hpf and 24 hpf is accompanied by changes in gene expression in progenitor cells at these stages, including proliferation markers and miR9 microRNAs. By carrying out pseudotime analysis, we inferred progressive changes in gene expression during the differentiation of progenitor cells to neurons. These data suggest a cascade in which genes that define segmental identity are rapidly downregulated, followed by factors that maintain progenitor cells, in turn followed by upregulation of genes required for neuronal migration and transcription factors that define neuronal identity. We also analysed transcription factor expression using an algorithm to predict gene regulatory networks. We focussed on Scrt family genes that regulate neuronal migration, and found potential relationships with proneural factors and regulators of neuronal identity. We envisage that investigators can interrogate the network for other TFs of interest to guide biological hypotheses and phenotypic screening of specific mutants.

One motivation for this study was to find genes that mark the distinct neurogenic and non-neurogenic zones that are established in the zebrafish hindbrain. These features are not found in the unbiased analysis, as this is dominated by the greatest transcriptomic differences. We therefore used known markers of hindbrain boundary cells, neurogenic cells and segment centres to drive clustering of the progenitor population. In addition, we carried out RNA-seq analyses after manipulation of Fgf pathway activation, which inhibits neurogenesis at segment centres. These analyses identified novel signalling factors, most notably follistatin and meteorin family members expressed in boundary cells and/or segment centres that are candidates to inhibit neurogenesis or promote gliogenesis. The single cell transcriptome data will enable investigators to extract information on other specific cell populations using this approach.

## MATERIALS AND METHODS

### Maintenance of zebrafish strains and husbandry

Zebrafish embryos were raised at 28.5°C or 25°C depending on the required stage (Westerfield, 2007). Embryos were staged according to hours post fertilisation (hpf) and morphological criteria (Kimmel et al., 1995). The zebrafish work was carried out under a UK Home Office Licence under the Animals (Scientific Procedures) Act 1986 and underwent a full ethical review.

### Mutant strains and heat shock treatment

*fgf20a* (dob) mutant embryos (Whitehead et al., 2005) were obtained from homozygous mutant in-crosses. Transgenic Tg(*hsp70:ca-fgfr1*) embryos are heterozygotes from outcrosses (Gonzalez-Quevedo et al., 2010; Marques et al., 2008). To induce constitutively active Fgfr1, Tg(*hsp70:ca-fgfr1*) embryos at 22 hpf were heat shocked for 30 min at 38.5°C and then incubated for 2 h at 28.5°C. Because around 50% of the embryos are carrying the transgene, controls and treated embryos were collected from the same heat-shocked clutch, avoiding any issue with differences in genomic background and changes in gene expression due to the heat-shock treatment. After mRNA extraction, qPCR was performed to identify properly dissected tissues and discriminate between controls and *fgfr1* overexpressing tissues.

### Whole-mount *in situ* hybridisation

For whole-mount *in situ* hybridisation, embryos or explants were fixed in 4% PFA overnight at 4°C, or for 4 h at room temperature, and kept in methanol at −20°C prior to processing. Some probes have been previously described: *neurog1* and *neurod4* (Alexander et al., 2009; Gonzalez-Quevedo et al., 2010), *pax2* (Krauss et al., 1991), *rfng* (Cheng et al., 2004), *etv5b* (cb805, ZFIN), *metrnla* (MPMGp609H2240Q8, RZPD) and *sox3* (EST clone: IMAGp998H108974Q). Additional probes were generated from cDNA of 20-44 hpf embryos. A forward primer was used together with a reverse primer with a T7 promoter site (5′gaaatTAATACGACTCACTATAGg3′) for amplification; see Table S6. Digoxigenin-UTP-labelled riboprobes were synthesised and *in situ* hybridisation performed as previously described (Xu et al., 1994). After BCIP/NBT colour development, embryos were re-fixed for 30 min, cleared in 70% glycerol/PBS, and mounted to view the dorsal or lateral side. For each gene at least two independent replicates were performed using more than 30 embryos each time. For transverse sections, embryos were extensively washed in PBST prior to mounting in 4% agarose/water. Embryos were sectioned using a Vibratome (Lecia VT1000 S), generating transverse sections of a thickness of 40 μm. Imaging was carried out with a Zeiss Axioplan2 with an Axiocam HRc camera.

### Hindbrain dissection

Embryos at the desired stage were dechorionated and de-yolked in DMEM with high Glucose, no Glutamine, no Calcium (11530556, Gibco); hindbrains were micro-dissected using 0.33 mm micro-fine sterile needles. Dissected tissues were kept in DMEM until further processed. For RNA-seq a single hindbrain tissue was collected in an individual tube and the quality of the dissection evaluated by qPCR (data not shown). For scRNA-seq, around 40 tissues per stage were pooled and immediately processed for cell dissociation.

### RNA extraction, cDNA preparation and qPCR

RNA was isolated using Quick-RNA Microprep kit (Zymo Research) and eluted in 15 μl (Lan et al., 2009). To evaluate the quality of dissection, 3 μl of RNA was reverse transcribed using SuperScript III Reverse Transcriptase (ThermoFisher Scientific), and the remainder stored at −80°C until processed. Primers for target genes were designed using PrimerQuest (IDT). qPCR was performed using QuantStudio 3 (ThermoFisher Scientific) with SYBR green Platinum SYBR Green qPCR SuperMix-UDG (ThermoFisher Scientific) master mix. The ΔΔCt method was used to calculate gene expression (Livak and Schmittgen, 2001). β-Actin was used as a reference gene. Primers used are listed in Table S7. Samples without contamination were processed for RNA-seq.

### Library preparation and RNA-sequencing

Libraries for the *fgf20a*^−/−^ experiment were prepared with the Ovation RNA-Seq System V2 (7102, NuGEN) for cDNA amplification, followed by NexteraXT (Illumina) for library preparation. These libraries were sequenced on the HiSeq 2000 (Illumina), with paired-end 75 bp reads. Libraries for the constitutive active Fgfr1 experiment were prepared with the Clontech SMARTer kit (634926, TaKaRa) for cDNA amplification, followed by NexteraXT (Illumina) for library preparation. These libraries were sequenced on the HiSeq 4000 (Illumina), with single-ended 75 bp reads.

### Sequence alignment and analysis of differentially expressed genes

The quality of the samples was assessed using FastQC. Reads were aligned against zebrafish genome GRCz10 and Ensembl release 89 transcript annotations using STAR v2.5.1b (Dobin et al., 2013) via the transcript quantification software RSEM v1.2.31 (Li and Dewey, 2011). Gene-level counts were rounded to integers and subsequently used for differential expression analysis with DESeq2 v1.20.0 (Anders and Huber, 2010) using default settings. Differential expression results were thresholded for significance based on an FDR≤0.01, a fold-change of ±2 and a minimum normalised count of >30 in all contributing samples from at least one of the replicate groups being compared. Heatmaps were created using rlog transformed count data, scaled across samples using a z-score.

### Preparation of single cells from zebrafish hindbrain

Around 40 hindbrain tissues per stage (16 hpf, 24 hpf and 44 hpf) were dissected as described above. The samples were incubated with FACS max cell dissociation solution (T200100, Amsbio) supplemented with 1 mg/ml Papain (10108014001, Sigma) for 25 min at 37°C and resuspended once during incubation. Cells were then transferred to HBSS (no calcium, no magnesium, no Phenol Red; 11140035, ThermoFisher Scientific) supplemented with 5%FBS, Rock inhibitor (Y-27632, Stem Cell Technologies) and 1× non-essential amino acids (11140035, ThermoFisher Scientific). Cells were further disaggregated by pipetting and filtered several times using 20 µm strainers (130-101-812, Miltenyi Biotech). To access quality live/cell death, cell size and number of clumps were measured. Samples with a viability above 65% were used for single cell sequencing. During protocol optimisation, qPCR was carried out to check that gene expression levels are similar in dissociated cells and the intact hindbrain.

### 10X genomics single-cell library preparation

A suspension of 10,000 single cells was loaded onto the 10X Genomics Single Cell 3′ Chip. cDNA synthesis and library construction were performed according to the manufacturer's protocol for the Chromium Single Cell 3′ v2 protocol (PN-120233, 10X Genomics). cDNA amplification involved 12 PCR cycles. Samples were sequenced on Illumina HiSeq 4000 using 100 bp paired-end runs.

### Bioinformatic analysis of scRNA-seq data

The 10X Cell Ranger software was used to de-multiplex Illumina BCL output, create fastq files and generate single cell feature counts for each library using a transcriptome built from the zebrafish Ensembl release 89, GRCz10.

### Seurat unsupervised analysis of aggregated data

Three 10X libraries representing the 16 hpf, 24 hpf and 44 hpf stages of embryonic development were aggregated using the 10X software ‘cellranger aggr’ function, which sub-samples reads such that all libraries have the same effective sequencing depth. Aggregated count data were further analysed using the Seurat v3.1.0 (Butler et al., 2018) package within R v3.6.1.

Cell quality was assessed using some simple QC metrics: library size, total number of expressed genes and mitochondrial RNA content. Outlier cells were flagged if they were above/below three median absolute deviations (MADs) from the median for any metric in a dataset-specific manner.

Data were normalised across cells using the ‘LogNormalize’ function with a scale factor of 10,000. A set of genes highly variable across cells was identified using the ‘FindVariableGenes’ function (selection.method=’vst’, nfeatures=2000). Data were centred and scaled using the ‘ScaleData’ function with default parameters.

PCA analysis was performed on the scaled data using the variant genes. Significant principal components were identified by manual inspection of the top loading genes and by plotting the standard deviations of the top 100 components.

The first 30 principal components were used to create a Shared Nearest Neighbour (SNN) graph using the ‘FindNeighbours’ function (k.param=20). This was used to find clusters of cells showing similar expression using the FindClusters function (resolution=0.8).

The Uniform Manifold Approximation and Projection (UMAP) dimensional reduction technique was used to visualise data from the first 30 principal components in two-dimensional space (‘RunUMAP’ function). Graphing of the output enabled visualisation of cell cluster identity and marker gene expression.

Visual inspection of hindbrain and non-hindbrain marker genes suggested some clusters were contaminated with non-hindbrain cells; see Table S1 for a list of valid hindbrain cells. A new iteration of the analysis was then performed as above, this time excluding contaminant cells from the aggregated data prior to normalisation, variable gene selection, data scaling, dimension reduction (PC1-30) and cluster identification (resolution=0.8).

Biomarkers of each cluster were identified using Wilcoxon rank sum tests using Seurat's ‘FindAllMarkers’ function. It was stipulated that genes must be present in 10% of the cells in a cluster and show a logFC of at least 0.25 to be considered for testing. Only positive markers were reported. The expression profile of top markers ranked by average logFC were visualised as heatmaps and dotplots of the scaled data. Cluster identity was determined using visual inspection focussing on the expression of known marker genes.

### Seurat unsupervised analysis of individual stages

Count data for individual stages were loaded directly into Seurat from the 10X results files separately, without aggregation. Downstream analysis was conducted as for the aggregated dataset. For each stage dataset, the first 30 principal components were used for cluster identification. Differing resolutions were passed to the ‘FindClusters’ function based on how well the resultant clusters corroborated known marker gene expression: 16 hpf (resolution=0.7), 24 hpf (resolution=1.2) and 44 hpf (resolution=1.0). The 16 hpf data were further analysed at higher resolution and also using PlotClusterTree in Seurat.

### Seurat supervised clustering of ventral progenitors from individual stages

For each stage, cells identified as being ventral progenitors in the aggregate analysis were subset and subjected to supervised clustering using custom sets of marker genes to drive PCA analysis, cluster identification and UMAP dimensional reduction. For 24 hpf ventral progenitor cells, the genes used were *rfng* (boundary), *etv5b* (segment centre), and *neurog1* and *neurod4* (neuronal differentiation). For 44 hpf ventral progenitor cells, the list was restricted to *etv5b*, *neurog1* and *neurod4*.

### Pseudotime analysis of aggregated dataset using Monocle3

Pseudotime analysis was conducted using the Bioconductor package Monocle v3.0.2 (Trapnell et al., 2014). Count data from the individual stages were combined. The ‘preprocess_cds’ function was used to normalise the data to address sequencing depth differences before PCA dimensional reduction (*n*=50). The three datasets were then aligned by fitting a linear model to the PCA coordinates of the cell and subtracting a ‘stage’ effect (‘align_cds’ function: num_dim=50, alignment_group=’stage’). Next, the data were subjected to UMAP dimensional reduction and cell clustering (‘cluster_cells’: resolution=0.001). A principal graph was plotted through the UMAP using the ‘learn_graph’ function, representing the path through development. The graph was in turn used to order cells through the developmental program as pseudotime using Sox3-positive 16 hpf cells at the start of the program.

Genes changing as a function of pseudotime were determined using graph-auto-correlation analysis (‘graph_test’ function). Selected genes listed as being transcription factors in the AnimalTFDB3.0 database were presented on a heatmap of expression over pseudotime.

### GENIE3 inference of regulatory networks

The Bioconductor package GENIE3 v1.4.3 (Huynh-Thu et al., 2010) was used to infer regulatory networks of genes within cells of individual developmental stages. For each stage, an expression matrix of raw gene counts, with non-hindbrain cells removed, was constructed and passed to the GENIE3 function together with a list of zebrafish transcription factors identified in the AnimalTFB3.0 database (targets=NULL, treeMethod=‘RF’, K=‘sqrt’, nTrees=1000) in order to create a weighted adjacency matrix. The weights describe the likelihood of a regulator-gene/target-gene link being genuine. This matrix was converted to a table of regulatory links (regulator-gene, target-gene and link-weight). Regulator/target links with weights >0.025 (data available in Table S5) were visualised as an interaction directed network within Cytoscape (Shannon et al., 2003).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

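Single cells were measured from dissected zebrafish hindbrains at 16, 24 and 44 hpf, in 3 libraries (10x Chromium, 3′ v2), 1 for each stage, each from about 40 pooled tissues. The counts analysed are tables of UMIs per gene and cell that the authors deposited, made by them with Cell Ranger on GRCz10 with Ensembl 89 gene models, without normalisation or removal of cells, as checked from whole numbers and from cell numbers equal to those in the paper. The growth temperatures given for the samples are 25, 28.5 and 25 °C, and the list of libraries names a separate sequencing run for each. The bulk RNA-seq of *fgf20a* mutant and heat-shocked embryos and the *in situ* hybridisations are not analysed here.

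The libraries held 2929, 2568 and 3529 cells with a mean of 9753, 10021 and 3499.9 UMIs. At that depth, a gene without a UMI in the progenitor-like cells of 44 hpf can still have 1.14 CPM, against 0.198 CPM at 16 hpf, with the limit of a count of 0 set at 3 UMIs. Cells were removed beyond 3 median absolute deviations, 6.96%, 8.99% and 12.2% of each library. Scrublet, run in scanpy with an expected share of 3%, called 0.233% of cells doublets, far from the expected share, so its calls were taken as not having worked and the planned removal of doublets was not run. An alternative chosen after seeing the data removed the cells with the highest scores, in a share that grew with the number of cells in the library.

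Clustering used Seurat 5.3.0 in R 4.3.3 with Matrix 1.6.5, where the paper used Seurat v3.1.0 and R v3.6.1, with a scale factor of 10000, 20 neighbours and a seed of 1. Resolutions were 0.7, 1.2 and 1 for the hindbrain cells of the stages in turn. A marker counted for a cluster if at least 10% of its cells had a UMI and its CPM, with 5 added, was at least 2 times that of the other cells for tissues, or 1.5 times for classes of neural cells. A cluster with more markers of another class than of its own among its leading 10 genes was left without a name. The markers were fixed beforehand, but these thresholds and the order of the lists were set after seeing the clusters, and at 44 hpf the lists of neurons were compared before those of neurogenesis, without which the dB4-like cluster had no name. Non-neural cells, which show the level of RNA from other cells, are those outside neural, floor plate-like, neural crest-like and otic clusters, 561, 363 and 365 at the stages in turn, and at 44 hpf 350 of them come from the cluster led by *hbbe1.1* and *hbae3*, which had markers of head mesenchyme enriched. With equal UMIs, *hbae3* was found in 0.282%, 1.62% and 9.04% of hindbrain cells at the successive stages, and *krt4* in 15.9%, 25.6% and 12.6%, and this RNA was not subtracted. Groups by segment, and boundary and centre groups, were called from 1 UMI of a gene, and a group needed at least 10 cells.

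All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and scikit-learn 1.9.0. Genes named are every gene the paper names for a claim, as far as a passage needs it, and for each pair of successive stages, in progenitor-like and in differentiating cells, the 5 genes with the largest ratio in each direction among those with at least 100 CPM in the higher and 10 UMIs in the lower group, without mitochondrial, ribosomal and haemoglobin genes. Markers and grouping genes are given as definitions, and leading genes of clusters are named to identify clusters. A count of 0 was set to a floor of 3 UMIs over the group for a bound on a ratio. Pseudotime used 20 neighbours and 10 diffusion components. Ratios were tested on simulated data, in which the counts of 200 genes had been changed between groups of the same sizes and depths. The direction was right for 99.5% to 100% of the changed genes that had enough UMIs, the true ratio lay in the interval for 96.4% to 98.0% of them, and 10 of 10 genes named by the rule in each comparison were changed ones. The counts were drawn with counting error alone, the model on which the intervals rest, so the coverage follows from it. Variation between cells and differences between libraries, such as those of batches, were not simulated.

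The alternatives were no removal of cells or removal on the log scale, other resolutions, UMIs drawn to the same mean per cell in each library, stages clustered together, 2 UMIs for a grouping gene, clusters or k-means clusters (8 clusters) in place of groups, all hindbrain or all progenitor-like cells, the mean CPM of single cells, a lower minimum CPM, Spearman's correlation, and other components, cells or stage correction for pseudotime. Counting clusters without a name as progenitor-like, or by their larger set of neural markers, was added after seeing the data. The aggregation of libraries by Cell Ranger, Monocle, GENIE3 and the gene ontology analysis were not repeated. The gene *olig3* is not listed in the tables and was not measured, and *miR9* loci were followed under the clone names that the paper gives.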

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

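The test of free RNA for *nkx2.5*, *tmem88a* and *tnni1b* and that of growth temperature for *BX465834.1* were chosen only after the values had been seen, and that of free RNA for *BX465834.1* before.

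The gene *BX465834.1*, which the paper does not discuss, had 1687 CPM in the progenitor-like cells of 44 hpf (1637 to 1737), 13.2 in those of 24 hpf and 1 UMI in those of 16 hpf. It stands out as a signal in a gene outside those the paper discusses, far above what a count of 0 allows. A UMI was found in 94.3% of the progenitor-like cells of 44 hpf, and differentiating cells of that stage had 432 CPM. Free RNA in the 44 hpf library would reach every kind of cell, but non-neural cells had 52.4 CPM, 0.0311 times the level of progenitor-like cells, which argues against it. That most of those non-neural cells belong to a cluster without a name does not change this, since free RNA would reach them too. Growth temperature is the same in the labels of 16 and 44 hpf, but the level at 16 hpf was 3.91e-05 times that at 44 hpf (9.88e-07 to 0.000218), which argues against temperature as the whole cause, as far as the labels hold. Reads shared with other genes were not tested, and a difference between stages cannot be told apart from one between libraries or sequencing runs, because each stage is 1 library.

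A cluster of the merged cells named head mesenchyme or mesendoderm-like, with 325 cells of 16 hpf and 81 of 24 hpf, had 358 CPM of *nkx2.5* at 24 hpf (317 to 402) and 97.6 at 16 hpf, a signal in a gene the paper does not discuss. In the kept cells outside the cluster it had 2.65 and 0.718 CPM. At 24 hpf *tnni1b* had 443 and *tmem88a* 296 CPM in the cluster. At 16 hpf they had 121 and 453 CPM there, so that *tmem88a*, unlike *nkx2.5* and *tnni1b*, was higher at 16 hpf. The genes lead the cluster, so their level in it was the reason for choosing them. Outside the cluster their summed CPM was 0.0159 times that inside, but a low value follows from the choice of leading genes, so it does not decide on free RNA from other tissue, which stays open. Which tissue the cells come from was not tested beyond the markers that named the cluster, and neither was a biological explanation.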

How the results depend on the processing

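The removal of cells with the highest doublet scores, the groups by *neurog1* and *neurod4* at 44 hpf and the counting of clusters without a name as progenitor-like, or by their larger set of neural markers, were chosen only after seeing the data, and *egfl6.1* was added then. Of 303 ratios of CPM under the alternatives that were planned, 212 stayed within the counting interval of the reported ratio, 87 moved beyond it and 4 reversed, which is counted only where the interval of the reported ratio does not include 1. Of the others, 9 crossed 1 from a reported interval that includes it. With the added alternatives there were 402 ratios, of which 291 stayed within, 106 moved and 5 reversed. The reversal that this adds is that of *cdkn1cb*, 44 over 24 hpf, to 1.104 with the clusters without a name counted as progenitor-like. The removal of doublets called by Scrublet was not run. For hindbrain shares, class shares, segment genes and proliferation genes, every value after the removal of high doublet scores stayed within its interval, while of the D-V genes 11 of 18 and of the neuron genes 5 of 22 moved.

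The share of hindbrain cells was 62.9%, 67.6% and 77.5% at 16, 24 and 44 hpf without removal of cells, 69.2% and 79.0% at 24 and 44 hpf with removal on the log scale, and 60.1%, 67.0% and 78.9% at the lower resolution of 0.4. At a resolution of 1.2 and with UMIs drawn to the same mean, the shares stayed within their intervals. With all stages clustered together, progenitor-like shares were 84.1%, 72.7% and 37.4% and differentiating shares 3.78% at 16 hpf and 19.0% at 24 hpf. With the resolution halved the former were 73.2% at 16 hpf and 39.9% at 44 hpf, and the latter 0% at 16 hpf, where no cluster was named as such, 27.1% at 24 hpf and 54.9% at 44 hpf. At 1.5 times the resolution the progenitor-like shares were 78.0% and 35.8% at 16 and 44 hpf and the differentiating share 56% at 44 hpf. Removal on the log scale gave progenitor-like shares of 86.3% and 38.3% at 16 and 44 hpf and a differentiating share of 26.6% at 24 hpf, no removal gave 36.3% and 55.2% at 44 hpf, and equal means gave progenitor-like shares of 85.4% and 69.8% at 16 and 24 hpf. Counting clusters without a name by their larger set of neural markers gave differentiating shares of 32.1% and 64.0% at 24 and 44 hpf. Under each of these the progenitor-like share fell with stage and the differentiating share rose, and the cause of the changes was not tested. The roof plate-like and floor plate-like cells of 16 hpf were 0 and 27 with the resolution halved, 0 and 32 with equal means, and 104 and 105 at 1.5 times the resolution.

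With clusters in place of groups by segmental genes, *timp2b* in r3 and r5 had a ratio of 5.14, that of *wnt7aa* in r3 to r7 over r2 reversed to 0.907 and that of *tox3* in r6 and r7 over r2 to r4 to 1.02. The cause was not tested. Without removal of cells *casz1* was 43.7 times higher in dorsal-like than in ventral-like progenitors, and the cause was not tested. In all hindbrain cells the ratio of *mki67*, 24 over 44 hpf, was 3.16, since this takes in more differentiating cells at 44 hpf. Among all progenitor-like cells, *gsx1* in the boundary group reversed to 1.102, and with k-means clusters *ascl1b.1* in the centre group reversed to 0.777, and again the cause was not tested.

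Of the 40 genes named from the ratios between stages, 24 were also named with classes from all stages together and 22 with a minimum of 20 CPM, which lets in more genes. The difference between the mean correlations of D-V classes and segments was 0.0156 by Spearman's correlation. The correlation of pseudotime with group number was 0.825 with the stage effect left in, 0.854 with 30 components and 0.868 without floor plate-like and roof plate-like cells. In all cells of 44 hpf, which include other tissue, the CPM was 254 for *CR848047.1*, 132 for *CU929451.2* and 364 for *CU467822.1*. The reported ratios of *alcama*, *cldn5a* and *rac3b* stayed within their intervals under each alternative that was run for them.

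Some alternatives gave no value. With the resolution halved there was no pair of neurogenesis-like clusters at 24 hpf to compare *zic2b* in, and neither there nor after removal of high doublet scores were the NAN-like clusters split as reported, so that *lmx1bb*, *tlx2* and *phox2a* could not be compared between them. The scrt genes could not be compared between ventral neurogenesis-like and dA1-like cells at either other resolution. Requiring 2 UMIs of a grouping gene left too few boundary cells at 24 hpf and too few centre cells at 44 hpf. Depth limits the 44 hpf library most, with a median of 2727 UMIs per cell, and there the centre group, and *scrt1a* and *scrt2* in ventral-like progenitors, rest on few UMIs.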

Differences from the paper's values

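The groups by *neurog1* and *neurod4*, the removal of high doublet scores and the counting of clusters without a name as progenitor-like, or by their larger set of neural markers, were chosen only after seeing the data, and the other alternatives before the data were examined.

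Clustered together, the hindbrain cells of all stages formed 21 clusters at the resolution given in the Methods, against the paper's 12. Without removal of cells and with removal on the log scale there were 22 clusters, still more than 1.5 times the paper's number, while UMIs drawn to the same mean per cell gave 18, which is within 1.5 times of it.

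The paper lists *fabp7a* among the genes that make r2 and r4 alike, and here it had 0.351 (0.291 to 0.422) times the CPM in r2 that it had in r4, between 0.276 and 0.3998 under the alternatives. The paper names *timp2a* as shared by r3 and r5, where 5 UMIs were found against 8 in r2, r4 and r6, and only with clusters in place of groups was the ratio above 1, at 1.66, while *timp2b* had 169 CPM there. The paper describes *sp8a* as weak in r2, where it had 43.7 CPM against 40.0 in r7, which it describes as strong. The paper's tree places most r7 cells with r5 and r6, and here the r7 clusters correlated best with clusters of r2 (r = 0.976 and 0.979), and by Spearman's correlation with each other.

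The paper gives *cdkn1cb* as increased at 44 hpf, and here the ratio of 44 over 24 hpf in progenitor-like cells was 0.600 (0.482 to 0.740), with 0.573 and 0.579 with the mean of the CPM of single cells and with classes from all stages together, and 1.104 with the clusters without a name counted as progenitor-like, although they had more differentiating markers enriched, the setting under which it was higher, which was chosen after seeing the values and leaves *cdkn1ca*, the other gene the paper names, higher at 44 hpf as well. The paper finds the *miR9* loci at 44 hpf and at no other stage, and here *CU467822.1* had 55 UMIs at 24 hpf and 10 at 16 hpf, and *CR848047.1* 5 at 24 hpf.

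The paper lists *gsx1* as enriched at boundaries, and here the boundary group had 0.507 (0.330 to 0.749) times the CPM of neurogenic and other cells. These had 48.1 and 337 CPM against 90.0, so *gsx1* was higher in the boundary group than in neurogenic cells alone. The boundary value rests on 27 UMIs in 6 of 33 cells, and the interval does not cover variation between cells. The ratio was 0.776 with k-means clusters and 1.102 among all progenitor-like cells, the setting under which *gsx1* was higher at boundaries. The paper finds follistatin 1b enriched in segment centres too, and here *fstl1b* in the centre group had a ratio of 0.777 (0.568 to 1.05), and from 0.692 to 0.863 under the alternatives. The paper states that the overlap of *etv5b* with neurogenic genes greatly decreased from 24 to 44 hpf. Here the share of *etv5b* cells with *neurog1* or *neurod4* was 30.4% (17.7 to 45.8) and 39.3% (21.5 to 59.4) with equal UMIs, 14 of 46 and 11 of 28 cells. With all UMIs, the setting under which it was lower at 44 hpf, it was 58.0% (50.3 to 65.3) and 47.9% (33.3 to 62.8). The intervals overlap under both, so these cells do not show a change in either direction.

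In the paper's order G1 comes before G2, and here the median position of the genes followed was 41.1 for G1 and 31.2 for G2, with G1 later under the alternatives as well, but with the stage effect left in the medians were 32.3 and 31.0, and there *egr2b*, with 25.8, came before both genes of G2 and *mafba* alone, with 38.7, after them. The paper shows *scrt1b* ventrally and dorsally and *scrt2* ventrally alone, by *in situ* hybridisation, a measure of position unlike UMIs in clusters. Here *scrt1b* had 4 UMIs in ventral neurogenesis-like cells and 209 in dA1-like cells, in which *scrt2* had 192 CPM. All differentiating cells other than dA1-like had 96 UMIs of *scrt1b*, and the cluster led by *atoh1a*, *atoh1b* and *scrt1b* was not compared. The paper's network links *scrt1a* and *scrt2* with *neurod4*, and here their correlations with it across cells, 0.014 and 0.070, lay within the range of 95% of random pairs, which is not a test of the network itself.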

Other observations

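The tests of replication over mitotic genes in non-neural cells and at the same temperature, those of the UMIs and of the mitochondrial share of the keratin-led group and that of the share after drawing UMIs to equal means were chosen only after the values had been seen.

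Between 24 and 44 hpf *pcna* fell more than *mki67* in progenitor-like cells. The replication genes *mcm2*, *mcm3*, *mcm4* and *mcm5* together had 6.48 (5.74 to 7.34) times the CPM at 24 hpf that they had at 44 hpf, and the mitotic genes *kpna2*, *ube2c*, *ccnb1* and *top2a* 1.246 (1.17 to 1.33) times, so that the former fell 5.20 (4.53 to 5.96) times more. A difference between the libraries that acts on these genes in every kind of cell would show in non-neural cells, where the same value was 1.06 (0.878 to 1.27), which argues against it, although at 44 hpf most of those cells belong to a cluster without a name. Fewer dividing cells at 44 hpf would leave *pcna* unchanged among dividing ones. After equal UMIs were drawn, 445 progenitor-like cells at 24 hpf and 145 at 44 hpf had a UMI of *mki67*. Among these cells, however, the ratio of *pcna* was 7.28 (6.00 to 8.94). Growth temperature is the same in the labels of 16 and 44 hpf, but the same value for 16 over 44 hpf in progenitor-like cells was 6.59 (5.76 to 7.54), which argues against temperature as the whole cause, as far as the labels hold. A technical difference that acts on progenitor-like cells alone cannot be told apart from one of stage, since each stage is 1 library. With these values, a candidate explanation is that progenitor-like cells at 44 hpf spend less of their cycle in DNA replication, which was not tested further.

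The 75 cells of 16 hpf that met no set of markers and were led by *krt17* and *krt92* had 262 CPM of *krt4* and 1302 of *sox3*, against 76.5 and 1801 in the other hindbrain cells. Droplets with a pair of cells would hold more UMIs, but the median of 2814 UMIs was 0.276 times that of the other cells. Broken cells would have a raised mitochondrial share, and as cells with an outlying share had been removed, the test was made without removal of cells, where the median of the 94 cells of such a group, 0.776%, was 0.897 times that of the others, which argues against it. Removal on the log scale took out 60 of the 75 cells, and with it no cell of 16 hpf stayed without a name (0 of 1688), so the group depends on the removal used. Free RNA, which weighs more in cells with few UMIs, was not tested and stays open, and no biological explanation was tested.

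The progenitor-like share was lower at 44 hpf than at the earlier stages. If the lower depth of the 44 hpf library were the cause, the share at 24 hpf would fall when its UMIs are drawn to the mean per cell of 44 hpf, but with new clusters it was 69.8% (67.5 to 72.0), against 65.7% before, which argues against the lower mean depth as the whole cause. The mean alone was matched, not the spread of depths between cells. The share of cells recovered from the tissue can also differ between the dissections, and with 1 library per stage this cannot be told apart from a change in the hindbrain.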
